# Differences in blastomere totipotency in 2-cell mouse embryos are a maternal trait mediated by asymmetric mRNA distribution

**DOI:** 10.1093/molehr/gaz051

**Published:** 2019-09-04

**Authors:** E Casser, S Wdowik, S Israel, A Witten, S Schlatt, V Nordhoff, M Boiani

**Keywords:** blastomere, *Cops3*, epiblast, FISH (fluorescent *in situ* hybridization), totipotency, transcriptome

## Abstract

It is widely held that the first two blastomeres of mammalian embryos are equally totipotent and that this totipotency belongs to the group of regulative properties. However, this interpretation neglects an important aspect: evidence only came from successful monozygotic twins which can speak only for those pairs of half-embryos that are able to regulate in the first place. Are the frequently occurring incomplete pairs simply an artefact, or do they represent a real difference, be it in the imperfect blastomere’s ability to regulate growth or in the distribution of any compound X that constrains regulation? Using the model system of mouse embryos bisected at the 2-cell stage after fertilization, we present evidence that the interblastomere differences evade regulation by external factors and are already latent in oocytes. Specifically, an interblastomere imbalance of epiblast production persists under the most diverse culture conditions and applies to the same extent in parthenogenetic counterparts. As a result, cases in which twin blastocysts continued to develop in only one member account for 65 and 57% of zygotic and parthenogenetic pairs, respectively. The interblastomere imbalance is related to the subcellular distribution of gene products, as documented for the epiblast-related gene *Cops3*, using mRNA FISH in super-resolution mode confocal microscopy. Blastomere patterns of *Cops3* mRNA distribution are α-amanitin-resistant. Thus, the imbalance originates not from *de novo* transcription, but from influences which are effective before fertilisation. These data expose previously unrecognized limits of regulative capacities of 2-cell stage blastomeres and point to aspects of cytoplasmic organization of the mouse oocyte that segregate unequally to blastomeres during cleavage.

## Introduction

The overwhelming impression gained from the literature is that mammalian totipotency belongs to the group of the regulative properties, and that the first two blastomeres of the classically studied mammalian embryo, the mouse embryo, are equally totipotent: each is ascribed with the ability to generate a new organism via the primary germ layers (trophectoderm, primitive endoderm and epiblast (EPI)). A conceptual loom to weave totipotency and regulation and to give these words a meaning is the one provided by Edwards and Beard: ‘Cellular totipotency might be better understood as a cellular response to external stimuli during specific developmental stages’ and helps ‘to clarify several aspects of regulation’ (Edwards and Beard, 1997). One such response is that mounted after the bisection of 2-cell stage embryos. The products are called monozygotic (MZ) twins regarding their origin and half-embryos with respect to their biomass, and they are generally regarded as a proof of equal blastomere totipotency. A variant of the bisection experiment has been performed previously in which 2-cell embryos were reconstructed by exchanging one of the two blastomeres with one from another 2-cell embryo (cross-reconstitution; Motosugi *et al.*, 2005). Had the blastomeres not been equally totipotent, then the cross-reconstitution in a proportion of cases would have matched two blastomeres that were defective in the same way, resulting in total impairment. None of the cross-reconstituted embryos was missing parts, for example, inner cell mass (ICM) or trophectoderm, and pups were occasionally born after blastocyst transfer to the uterus (Motosugi *et al.*, 2005). Collectively, these data supported the portrait of 2-cell blastomeres as being equal in developmental potency. The impressive ability of successful half-embryos to catch up with body weight (Papaioannou and Ebert, 1995) led to the generalization that everything else was also properly regulated.

However, this interpretation neglects an important aspect: anatomical completeness and regulation of body weight can speak only for those half-embryos that are able to regulate development in the first place. When the published data are re-evaluated critically, they reveal that, upon separation, only one of the two blastomeres develops into a mouse in most cases (Tsunoda and McLaren, 1983; Togashi *et al.*, 1987; Wang *et al.*, 1997; Sotomaru *et al.*, 1998; Casser *et al.*, 2017, 2018). The singletons had been dismissed historically as exceptions to the rule, experimental errors or idiosyncrasies. At odds with these explanations, we reported that there is a reproducible EPI imbalance in ≈70% of twin blastocyst pairs derived from more than 1000 bisected 2-cell stage embryos (Casser *et al.*, 2017). Importantly, all these blastocysts had an ICM, but the ICM of one member of the pair contained no or too few EPI cells, whose absolute number seems critical for the implanted blastocyst to develop to term (Morris *et al.*, 2012). Exceptions or errors cannot possibly be so frequent (≈70%), making it hard to relinquish alternative explanations for the 2-cell blastomere imbalance. Among these explanations, it has been proposed that sister blastomeres may possess incomplete regulative abilities because the early embryo is not totally free of order and, specifically, the blastomeres are not free of developmental order, even from the beginning (Zernicka-Goetz, 2005). Therefore, we wanted to elucidate whether the observed interblastomere difference in totipotency is due to imperfect regulation of potentiality, as opposed to inheritance of a differing degree of potentiality from the oocyte.

In the present study, 2-cell stage blastomeres were separated and exposed to various culture media as external stimuli that elicit more or less regulation, as per the definition above (Edwards and Beard, 1997). Under the provisions of regulative development, a blastomere exposed to different culture conditions should disclose a competence to switch from epigenetically determined cell fate paths and escape constraints that would otherwise lead to an EPI imbalance. We found a behaviour of 2-cell blastomeres which would not have been expected if they had been equally totipotent and equally able to regulate development, namely: conservation of unequal EPI contribution, no matter whether regulation thrived under superior embryo culture conditions or languished under the limitations imposed by parthenogenesis. Unequal EPI contributions could be rooted in any kind of molecules (e.g. proteins, RNAs and lipids). Exemplarily, we show that this feature appears related to the spatial distribution of an mRNA, *COP9 signalosome complex subunit 3* (*Cops3;*Yan *et al.*, 2003), in the 2-cell embryo, as revealed by mRNA FISH in super-resolution mode confocal microscopy (Raj *et al.*, 2008). This mRNA was shown to be essential for EPI maintenance and proliferation in peri-implantation mouse embryos (Yan *et al.*, 2003). The FISH intensity distribution of *Cops3* mRNA is more eccentric, relative to the geometric centre, than that of *Gapdh*; it is also more eccentric than the mRNA distribution of *Pou5f1* (*Oct4*), a gene previously linked to totipotency (Pesce and Schöler, 2000) albeit relinquished later on (Wu *et al.*, 2013). Thus, we hereby provide molecular correlates of EPI formation imbalance between sister blastomeres. Our data do not question that the regulative capacity of the mouse embryo is generally very pronounced, but it shows that this capacity is limited regarding EPI-mediated totipotency. Hence, our study demonstrates the limits of regulative capacities of the 2-cell stage blastomeres and reconsiders the segregation of developmentally relevant factors that become unequally distributed to the first two blastomeres, indicating that this could possibly be due to hitherto unknown aspects of the architecture of oocyte cytoplasmic organization.

## Materials and Methods

### Compliance with regulations on research animals

All mice used were maintained in individually ventilated type 2 L cages in the animal facility of the MPI Münster, with a controlled temperature of 22°C, a 14/10 h light/dark photoperiod and free access to water and food (Harlan Teklad 2020SX). Procedures used in this study followed the ethical guidelines of the European Laboratory Animal Science Associations (FELASA) and the ARRIVE reporting guidelines (Kilkenny *et al.*, 2010). On the local regulatory level, mice were used for experiments according to the ethical approval issued by the Landesamt für Natur, Umwelt und Verbraucherschutz (LANUV) of the state of North Rhine-Westphalia, Germany (Permit number 84-02.04.2016.A229).

### Collection of oocytes and embryo production

Six- to eight-week-old B6C3F1 females were primed with 10 I.U. each of pregnant mare serum gonadotropin (PMSG, Intergonan, Intervet) and human chorionic gonadotropin (hCG, Ovogest, Intervet) injected intraperitoneally 48 h apart at 5 p.m., and then killed to collect unfertilized metaphase II (MII) oocytes or mated to CD1 stud males (6–12 months old) to collect pronucleus-stage oocytes after cervical dislocation. Cumulus cells were removed in hyaluronidase (50 I.U./mL in Hepes-buffered Chatot, Ziomek and Bavister (CZB) medium). MII oocytes were activated in Ca-free α-minimum essential medium (Cavaleri *et al.*, 2006) containing 10 mM SrCl_2_ and 5 μM Latrunculin B (Terashita *et al.*, 2012), from which they were removed after 6 h as pronucleus-stage oocytes. Pronuclear oocytes from either parthenogenesis or fertilization were transferred to 500 μL of embryo culture medium in a 4-well plate without oil overlay, at 37°C under 6% CO_2_ in air, until further manipulation on the next day. Two-cell embryos were bisected as described (Casser *et al.*, 2017). The zona-free blastomeres were allocated individually to embryo culture in a 96-well plate with a round bottom (75 μL medium per well, without oil overlay). Culture media were potassium simplex optimization medium enriched with aminoacids (KSOM(aa)) (Ho *et al.*, 1995), made in house, or commercially available SAGE 1-step, CSC, G-TL, GLOBAL and GM501 (Morbeck *et al.*, 2017). Blastomeres were cultured for an additional 72 h at 37°C under 6% CO_2_ in air until the blastocyst stage. Pronucleus-stage oocytes were cultured in the presence of RNA polymerase II-III inhibitor, α-amanitin (100 μg/mL; Levey and Brinster, 1978) to assess the role of embryonic transcription in the spatial distribution of mRNA in the 2-cell stage.

### Analysis of cell lineage allocation of blastocysts

Blastocysts from intact or bisected 2-cell embryos (72 h after bisection) were analyzed by performing an immunostaining followed by confocal microscopy imaging to identify and map the different cell lineages, as described (Schwarzer *et al.*, 2012). The following primary antibodies were applied simultaneously to the specimens overnight at 4°C: anti-Cdx2 mouse IgG1κ (Emergo Europe, The Hague, The Netherlands, cat. no. CDX2–88), anti-Nanog rabbit IgG (Cosmo Bio, Tokyo, Japan, cat. no. REC-RCAB0002P-F) and anti-Sox17 goat IgG (R&D Systems, cat no. AF1924) in dilutions of 1:200, 1:2000 and 1:100, respectively. Appropriate Alexa Fluor-tagged secondary antibodies (Invitrogen) were matched to the primaries and incubated for 2 h at room temperature. Embryos were placed in 5 μL drops of PBS on a 50-mm thin-bottomed plastic dish (Greiner Bio-One, Lumox hydrophilic dish; Frickenhausen, Germany) and overlaid with mineral oil (M8410 Sigma). Images were captured on the stage of an inverted microscope (Eclipse 2000-U; Nikon, Düsseldorf, Germany) fitted with a spinning disk confocal unit (Ultra View RS3; Perkin-Elmer LAS, Jügesheim, Germany). A Nikon Plan Fluor 40X oil immersion lens (NA 1.30) was used. Twenty optical sections per blastocyst were captured using a Hamamatsu ORCA ER digital camera (Hamamatsu Photonics KK, Japan). Maximum intensity projections were analyzed with ImageJ Version 1.46j, counting the CDX2-positive, SOX17-positive and NANOG-positive cells manually.

### Embryo transfer (ET) and postimplantation development

Blastocysts from intact or bisected 2-cell embryos (72 h after bisection) were transferred as either pools of eight or single pairs (twin and co-twin, with six oocytes as carriers) to one uterine horn of pseudopregnant CD1 recipients that had the copulation plug from vasectomized CD1 males 2 days prior to the ET. The recipients generally weighed between 25 and 30 g and were older than 8 weeks but no older than 3 months. Within the same experiment, the recipients were of same age ±1 week and of same weight ± 2 g. Prior to surgery, CD1 recipients were anesthetized with Ketamine (80 mg/kg body weight)/Xylazine (16 mg/kg)/Tramadol (15 mg/kg) in PBS injected intraperitoneally. Embryos were delivered to the uterine lumen using a mouth-operated, flame-polished glass pipette through a hole made in the cranial region of the uterine horn using a 27G hypodermic needle. Wounds in the skin were closed with metal clips. The surgery *per se* took typically 10–15 min per mouse. The post-surgery recovery area was warmed to ≈30°C using infrared lamps. Animals were returned to their cages when fully awake. Pregnancies were recorded by caesarean section shortly prior to the natural term (embryonic day (E) 17.5).

### Extended in-vitro *c*ulture (IVC) of blastocyst to a stage equivalent to an egg cylinder

Zona-free twin blastocysts were seeded as pairs in gelatin-coated, flat-bottomed 96-well plates containing 150 μL IVC1 medium per well. Culture took place at 37°C under 6% CO_2_ in air. After 3 days when the blastocysts had adhered to the bottom, IVC1 was carefully aspirated and replaced with IVC2 medium (Bedzhov *et al.*, 2014).

### Transcriptome analysis of single blastomeres and single blastocysts

Total RNA was extracted using the ZR RNA Microprep Kit (Zymo Research Corporation, Irvine, USA) without the DNase digestion step. Gene expression profiling was performed using Affymetrix GeneChip® Mouse Transcriptome Array 1.0 (Affymetrix United Kingdom Ltd, High Wycombe, United Kingdom) containing < 214 000 transcripts. The fragmented and biotinylated DNA targets were prepared according to the standard Affymetrix WT Pico Reagent Kit protocol (Affymetrix GeneChip® WT Pico Reagent Kit) using 11 amplification cycles from the total RNA starting material available. GeneChips were hybridized, washed and stained in the Affymetrix Fluidics Station 450, according to the standard GeneChip Expression Wash, Stain and Scan protocol (Affymetrix GeneChip Wash, Stain and Scan Kit). Hybridization took place at 45°C for 16 h. The GeneChips were scanned using the Affymetrix 3000 7G scanner. The Affymetrix Expression Console and Transcriptome Analysis Console Version 4.0.1.36 from Applied Biosystems was used for the microarray data analysis. The ‘Signal Space Transformation Robust Multiarray’ averaging method was applied for background correction, normalization and probe summarization. Gene expression differences were determined by applying an analysis of variance.

### mRNA FISH of oocytes and 2-cell embryos in super-resolution mode confocal microscopy

We followed the protocol of Jansova and colleagues (Jansova *et al.*, 2018) with modifications as follows. Samples were washed for 5 min in nuclease-free PBS (Sigma Aldrich; D8662), fixed for 20 min in freshly prepared fixation buffer (3.8% (v/v) RNA-grade formaldehyde (Sigma Aldrich; F8775) in nuclease-free PBS) and transferred directly into permeabilization and storage buffer (70% (v/v) nuclease-free ethanol (Roth GmbH; 9065.5) in 0.1% dimethyl dicarbonate-treated (Fluka; 40 130) Milli-Q water) for at least 12 h at 4°C. Storage for up to 4 weeks without sample degradation has been demonstrated. Immediately before hybridization, samples were rehydrated and calibrated in 0.1% Triton X-100 (Carl Roth; 3051.2) supplemented wash buffer (10% (v/v) deionized formamide in 2X SSC buffer) for at least 15 min at 37°C. The subsequent hybridization was performed in Stellaris® RNA FISH probes containing hybridization buffer (10% (w/v) dextran sulfate (Sigma Aldrich; D8906), 10% (v/v) deionized formamide in 2X SSC buffer) at 37°C overnight. After hybridization, all samples were washed twice in wash buffer for 30 min each at 37°C, counterstained with DAPI (Sigma Aldrich; D9542) and re-buffered in 2X SCC solution at room temperature. All work were carried out in uncoated round-bottomed 96-well plates (Nunc; 163 320) with free-floating samples, which were transferred using a mouth-operated pipette with a bent and flame-polished tip. Hybridized samples were pooled in 4 μL droplets of Vectashield mounting medium (Vector Laboratories; H-1000) on CELLview™ culture dishes (Greiner; 627 861) overlaid with mouse embryo-grade mineral oil (Sigma Aldrich; M8410) for imaging. A microinjection of *Cops3* mRNA in one blastomere of the 2-cell stage embryo was performed for positive controls. An incubation period of 1 h at 37°C with RNase A (Thermo Fisher Scientific; AM2270) in PBS prior to washing and hybridization was performed for negative controls. The samples treated with RNase were subsequently incubated according to the steps mentioned above. Commercially available Stellaris® RNA FISH probes against mouse *Gapdh* (BioSearch Technologies; VSMF-3015-5), *Oct4* (BioSearch Technologies; VSMF-3067-5) and custom-designed probes against mouse *Cops3* (NCBI gene ID: 26572) utilizing the BioSearch Technologies design service, both labelled with Quasar® 670, were used for hybridization. Final stock solutions, re-buffered in TE buffer pH 8.0 (Thermo Scientific; AM9849), of 12.5 μM aliquoted in 3 μL units were stored at −30°C until use in a final working concentration of 125 nM.

### Analysis of the image eccentricity after mRNA FISH in super-resolution mode confocal microscopy

Images were acquired from a Zeiss laser-scanning microscope LSM 880 with Airyscan utilizing the super-resolution mode. A Zeiss Plan-Apochromat 63x (1.40 N.A.) oil DIC M27 objective in addition to a 1.8-fold magnification was used to generate z-stacks of 512 × 512-pixel resolution of the largest cross sections of each sample. The 633 nm HeNe laser line allowed the extinction of the probe fluorophore, while the 405 nm diode laser line did the same for the DAPI signal. Specific setup settings included a pixel dwell time of ∼ 4 μs and separated z-stack acquisitions for both channels separately, always with 633 nm first and a slice interval of 0.22 μm. Raw images were later processed using Airyscan deconvolution of the Zeiss ZEN Software 2.3 (Release Version 14.0.0.0). Maximum intensity projections of 10 slices (corresponding to 2.22 μm in total) taken in the equatorial region were generated using Fiji/ImageJ (Version 2.0.0-rc-69/1.52i) for image analysis. All 2-cell stage embryos were oriented alike, transforming the projections so that the long axis of the blastomeres was parallel to the y-axis of the image frame and shifted 90° in respect of the x-axis. Fitting regions of interest (drawn precisely around blastomeres or approximated as circles around whole embryos or oocytes) were then measured for all parameters with the built-in analysis tool of Fiji/ImageJ. The native images (red channel) were normalized using identical settings for contrast and brightness for reasons of comparability before being used for analysis. Images were pseudocoloured for demonstration (not for analysis!) purposes (Antczak and Van Blerkom, 1997, 1999; Schulz and Roberts, 2011). A LUT colour palette was used, which was adapted from the ‘Union Jack’ LUT of Fiji/ImageJ.

In order to harness the fine distribution of the mRNA FISH signal, we took inspiration from the analysis of Park and colleagues (Park *et al.*, 2012). We reasoned that in the case of a uniform signal, there is overlap between all x and y coordinates of the pixels that compose the image (centroid) and the intensity-weighted average of the x and y coordinates of those pixels (centre of mass); whereas, in the case of a non-uniform signal, the centre of mass of the FISH signal departs from the centroid of the same image. Therefore, the transcript pattern can be related to the distance (eccentricity) between the two average positions (centroid and centre of mass) using the Pythagorean theorem: the longer the distance is, the longer the hypotenuse of the triangle constructed, using delta x and delta y as legs of the right angled triangle.

### Graphical data rendering and statistical analysis

The values presented are mean value ± standard deviation. Diagrams were generated in the R program, except for the constellation diagrams (JMP). Blastocyst and birth rates, cell counts, interblastomere ratios and eccentricity values were analyzed using non-parametric tests in the statistical program JMP (SAS). Microarray data analysis was performed in-house using the Excel output of Transcriptome Analysis Console Version 4.0.1.36 from Applied Biosystems/Thermo Fisher Scientific.

**Figure 1:**
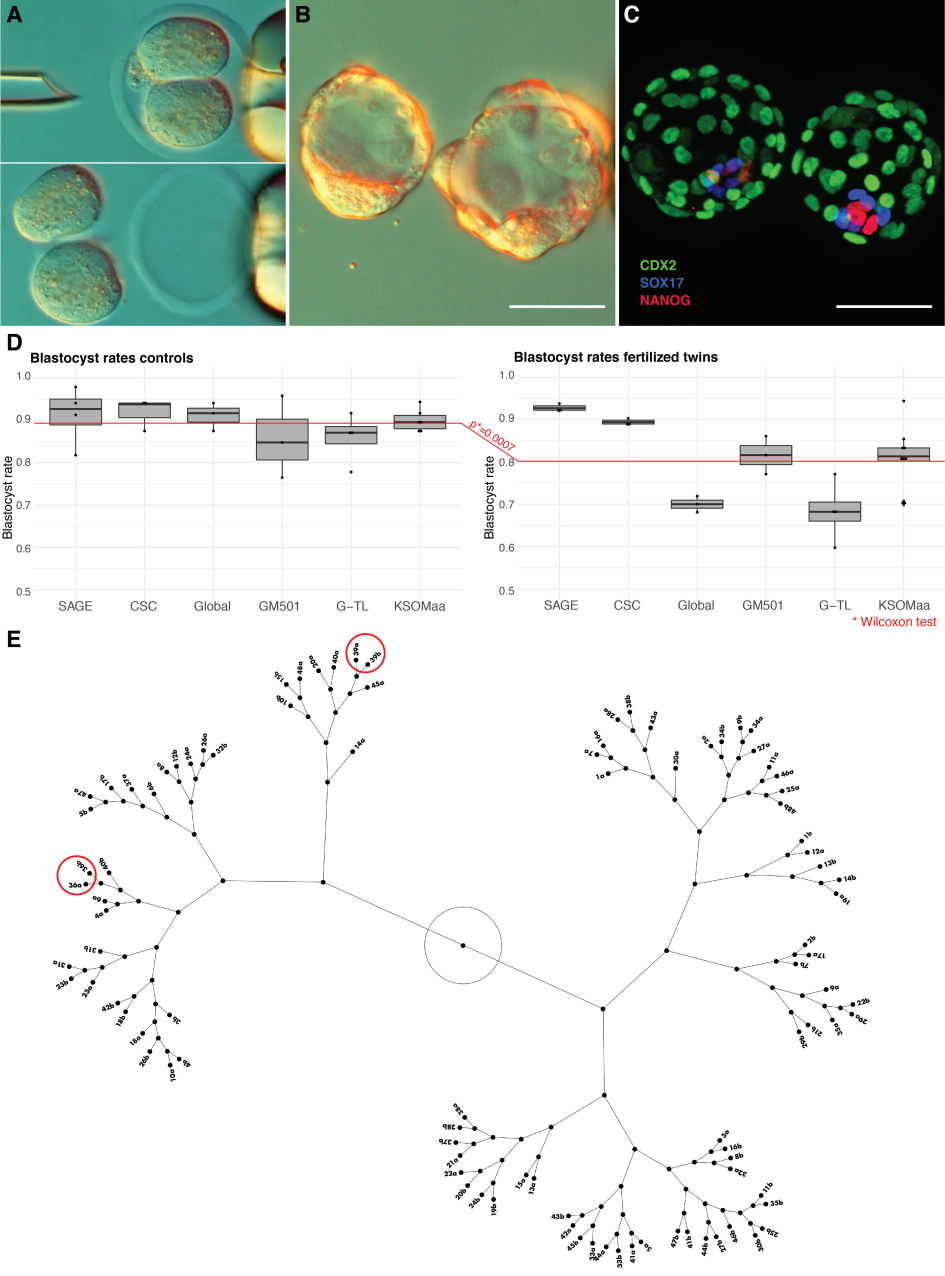
**The model system of bisected 2-cell mouse embryos and its pre-validation to test the regulative versus non-regulative origin of totipotency imbalance.** (**A**) In the course of 1624 bisections, we found that both blastomeres survived in 1584 cases (97.5 ± 2.0%) and only one blastomere survived in the remaining cases. The blastomeres damaged during bisection lysed either immediately or during the next 20–30 min and could be easily distinguished and discarded. (**B**) Under individual embryo culture conditions, which are needed to prevent the twin and co-twin from fusing back together, the separated blastomeres developed further when they were cultured zona-free in 96-well plates using potassium simplex optimization medium enriched with aminoacids (KSOM)(aa), SAGE 1-step, GM501, G-TL, CSC or Global medium. Size bar, 50 μm. (**C**) The blastocysts all had a morphological ICM, but in most monozygotic pairs the cell counts in the primary germ layers differed in the twin and co-twin. Size bar, 50 μm. (**D**) Blastocyst rates of twins were high in all groups albeit slightly below the control rates (control = intact, non-bisected embryos). Total starting numbers of embryos in (D): SAGE, 102 controls, 156 twins; CSC, 83 controls, 15 twins; Global, 81 controls, 118 twins; GM501, 111 controls, 136 twins, G-TL, 104 controls, 166 twins; KSOM(aa), 231 controls, 540 twins. (**E**) Using the cell counts of the three germ layers as well as their sum, statistical clustering analysis returned the correct pair associations in a minority of twin blastocyst pairs, as shown for KSOM(aa) as an example.

### Data accessibility

In compliance with MIAME guidelines (Brazma *et al.*, 2001), the microarray data discussed in this publication have been deposited in the NCBI’s Gene Expression Omnibus (Edgar *et al.*, 2002) and are accessible through Gene Expression Omnibus. GSE120905: adaptive molecular responses of mouse half-embryos grown in different culture media (GM501 Cult, SAGE 1 step, KSOM(aa)) (Supplementary Table SI). GSE111589: single-cell analysis of sister blastomeres of parthenogenetic 2-cell mouse embryos respecting pair associations (Supplementary Table SIII). GSE110599: analysis of gene expression during mouse preimplantation development *in vitro*, with or without a background of exogenous ovarian stimulation (data for Supplementary Fig. S4).

## Results

### Developmental performance of 2-cell stage blastomeres does not respond to physical separation but to culture conditions

In order to elucidate whether developmental differences between sister mouse blastomeres (Casser *et al.*, 2017) are due to imperfect regulation of potentiality or the inheritance of a differing degree of potentiality from the oocyte, it is essential to show upfront that (i) regulation can be harnessed experimentally and (ii) interblastomere differences are not a latent effect of cell damage inflicted during the separation. Blastomere lysis has occurred seldom (2.5%) after mechanical bisection conducted within 5 h of the first zygotic cleavage (Fig. 1A). The two zona-free blastomeres were cultured apart in the widely used KSOM(aa) medium, in which we originally showed that twin and co-twin present an EPI imbalance at the blastocyst stage (Casser *et al.*, 2017). Intact embryos served as controls. Although we confirmed that the two zona-free blastomeres would reunite if placed next to each other and would form blastocysts efficiently (homologous reconstitution, 95%, *n* = 20; cross reconstitution, 85%, *n* = 20), the careful manual repositioning of the blastomeres introduces additional micromanipulation, reducing the validity of this control. We made the twin and co-twin pairs thrive by means of culture media to determine to what extent this imbalance is amenable to regulation. We used the most refined media commercially available, which are those pretested in the ‘mouse embryo assay’ (Quinn and Horstman, 1998) for subsequent use in fertility clinics to generate human babies. We chose single-step media (SAGE 1-step, GM501, G-TL, CSC, GLOBAL) to perform continuous culture without the disturbance of medium change. Twin blastocyst formation (Fig. 1B) was high in all groups, albeit slightly below the rates of intact embryos (Fig. 1D), and the response to the media was genome wide. For example, more than 10% of the transcriptome was differently expressed (*t*-test, *P* < 0.01) in twin blastocysts cultured in GM501 and in SAGE 1step, respectively, compared to twins cultured in KSOM(aa) (deposited dataset GSE120905; Supplementary Table SI). 

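Transcriptomes were measured in 36 single blastocysts, each grown from 1 blastomere of a bisected 2-cell embryo and each hybridized to 1 Mouse Transcriptome Array (MTA-1_0). KSOM(aa) was represented by both half-embryos of embryos 1 to 8 (n = 16 half-embryos). Embryos 9 to 18 were divided between media, with 1 half-embryo in GM501 (n = 10) and its sister in SAGE 1-step (n = 10). The authors made log2 signals by Signal Space Transformation with robust multiarray averaging, which corrects the background, normalizes the arrays and gives 1 value per transcript cluster, the unit of the array that stands for a gene or transcript. The paper's text does not name the arrays that were normalized together.
From the deposited log2 signals, the 40160 transcript clusters with a gene symbol were compared between media with limma, each half-embryo as 1 sample, 2-sided, at an adjusted p under 0.05. Of these, 22925 exceeded the 90th percentile of the olfactory and vomeronasal receptor genes of the same array, taken as background, in at least 50% of the arrays of a medium. The number of arrays limits the precision. In simulated data with 100 transcript clusters changed by 1 on the log2 scale, limma recovered 83 between GM501 and KSOM(aa), 82 between SAGE 1-step and KSOM(aa) and 73 between GM501 and SAGE 1-step. The simulated arrays were drawn independently of each other, so sisters in them were no more alike than other arrays. These recoveries hold for such arrays only. The arrays of KSOM(aa) form an array set of their own by their scan names, so medium and array set cannot be told apart in any comparison with KSOM(aa). GM501 and SAGE 1-step share an array set and the embryos. All 18 pairs of sister half-embryos matched in their signals of Xist and of Y-linked genes. Xist was high in 4 of 16 half-embryos in KSOM(aa), and in 5 of 10 in GM501 and 5 of 10 in SAGE 1-step. The comparisons with KSOM(aa) take no account of this difference.
Transcript clusters that differed from KSOM(aa) were found on all 19 autosomes. In GM501 they made up from 5.98% of those tested on chromosome 7 to 10.7% on chromosome 15, and 6.47% on the X chromosome. In SAGE 1-step they made up from 7.49% on chromosome 7 to 11.9% on chromosome 10, and 8.70% on the X chromosome. On the Y chromosome 3 of 482 differed in each medium.
The 12 arrays of embryos 9 to 14 stood apart from the other 24, in GM501 and SAGE 1-step alike. Their signal of 18S ribosomal RNA (Rn18s) was 16.53 ± 0.28 (SD, n = 12) on the log2 scale against 17.95 ± 0.19 (SD, n = 24), and that of Gapdh, an enzyme of glycolysis, was 14.85 ± 0.36 against 15.74 ± 0.12, with no overlap in either. They also lay beyond all other arrays on the first principal component, which held 31.7% of the variance. The second component, with 8.1%, set half-embryo 16b in SAGE 1-step apart.

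**Figure D1:**
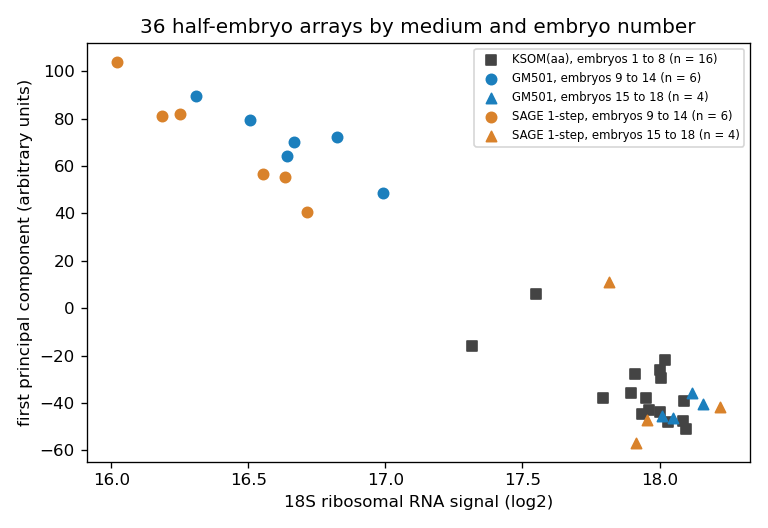
First principal component of the detected transcript clusters (vertical axis, arbitrary units) and log2 signal of 18S ribosomal RNA (horizontal axis) for each of the 36 arrays, marked by medium and by embryo set. The 12 arrays of embryos 9 to 14 have 18S signals of 16.02 to 16.99 and all other arrays signals of 17.32 to 18.22.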

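Slc39a4, which encodes a zinc importer of the cell membrane, was lower in GM501 and in SAGE 1-step than in KSOM(aa), and Wls, which encodes the carrier that Wnt proteins need to leave the cell, was higher. Supplementary Table SI sets the half-embryos in GM501 beside 10 in KSOM(aa), those of embryos 1 to 5. Against these, the log2 signal of Slc39a4 was 8.97 ± 0.97 (SD, n = 10) in GM501 and 12.45 ± 0.75 (SD, n = 10) in KSOM(aa), a log2 fold change of -3.48 (adjusted p = 2.8e-06, limma). That of Wls was 10.92 ± 0.49 (SD, n = 10) and 8.93 ± 0.78 (SD, n = 10), a log2 fold change of 1.99 (adjusted p = 0.00237, limma).
Over all 16 half-embryos in KSOM(aa), Slc39a4 (chromosome 15 of mm10, 76612383 to 76616852) had a log2 signal of 12.05 ± 0.88 (SD). Its log2 fold change was -3.08 (standard error 0.34, adjusted p = 1.4e-06) in GM501 and -2.94 (standard error 0.34, adjusted p = 4.7e-06) in SAGE 1-step, and every half-embryo in these media lay below every half-embryo in KSOM(aa). Wls (chromosome 3, 159839695 to 159938664) had log2 fold changes of 1.94 (standard error 0.29, adjusted p = 1.6e-04) and 2.13 (standard error 0.29, adjusted p = 6.2e-05). The 10 largest falls in GM501 ran from -3.23 to -2.32 on the log2 scale. Among them were Alppl2, an alkaline phosphatase (-3.23, standard error 0.57, adjusted p = 7.3e-04), Trpv5, a calcium channel (-2.57, standard error 0.46, adjusted p = 9.1e-04), and Slc7a8, a transporter of neutral amino acids (-2.77, standard error 0.60, adjusted p = 0.00425). The 10 largest rises ran from 1.86 to 2.75 and included Nr0b1, an orphan nuclear receptor (2.24, adjusted p = 0.0264), and Car4, a carbonic anhydrase (2.15, adjusted p = 0.00399). In SAGE 1-step the largest fall was that of Actr1a, a subunit of dynactin (-3.07, standard error 0.59, adjusted p = 0.00125), and Slc34a2, a phosphate transporter, also fell (-2.56, standard error 0.37, adjusted p = 9.6e-05). Rcor3, a transcriptional corepressor, rose by 2.58 on the log2 scale (standard error 0.60, adjusted p = 0.00577). With the 10 half-embryos in KSOM(aa) that the table sets beside GM501, Slc7a8 (adjusted p = 0.0769), Nr0b1 (0.131) and Car4 (0.0501) did not pass the test in GM501, nor did Rcor3 in SAGE 1-step (0.0645).
With these 10 half-embryos in KSOM(aa), 834 of 40160 transcript clusters differed in GM501 (392 higher, 442 lower) and 6.62% had an unadjusted P under 0.01. SAGE 1-step against the same 10 gave 1117 (477 higher, 640 lower) and 7.85%. The table is known to set these 10 beside GM501 only. It holds 31 of the arrays, more than these 10 with all those in GM501 and SAGE 1-step, so it holds further half-embryos in KSOM(aa). With all 16, 3076 differed in GM501 (1632 higher, 1444 lower), 835 of them by at least 1 on the log2 scale, and 11.5% had an unadjusted P under 0.01. In SAGE 1-step 3836 differed (2062 higher, 1774 lower), 952 of them by at least 1, and the share was 12.9%. By limma with each half-embryo as 1 sample, the share was above 10% over the 16 half-embryos and below it over the 10. The paper does not state over how many genes its share was taken. Supplementary Table SI has 26596 rows, against 40160 transcript clusters here. The paper's t-test was not run on the log2 signals with the 10, so the limma shares do not test the share that the paper gives. The t-test that the paper names gave 13.6% and 14.5% on the log2 signals of all 16, and 21.3% and 31.4% with the 10 on the scale of the table, a setting chosen after the values were seen. In that setting 22851 of 23108 calls in GM501 and 28040 of 28438 in SAGE 1-step were higher. That scale divides each array by the mean of Actb, Gapdh and Hprt, which moves nearly all genes up. These 2 shares therefore do not measure the response to the media alone. The 6 half-embryos in KSOM(aa) that the table does not set beside GM501 are 6a, 6b, 7a, 7b, 8a and 8b, and the paper's text gives no reason. Their log2 signals of Slc39a4 were 12.10, 12.13, 11.50, 11.25, 10.88 and 10.44, in that order.
Of the calls over all 16, 53.1% were higher in GM501 and 53.8% in SAGE 1-step, but 27.6% and 26.3% after each array was centred on its median, and 40.2% and 41.1% after quantile normalization. With the embryo as a random replicate block the counts were 2092 and 2729, the shares 9.63% and 10.7%, and Nr0b1 did not pass, and with the sisters in KSOM(aa) averaged they were 591 and 743, with shares of 6.15% and 7.07%. Embryos 9 to 14 alone, whose arrays had the low 18S signal, gave 20901 and 18672, and embryos 15 to 18 alone 277 and 294. In embryos 15 to 18 alone the log2 fold change of Slc39a4 was -2.24 (adjusted p = 0.0205, limma) in GM501 and -2.59 (adjusted p = 0.00787) in SAGE 1-step, and that of Wls was 1.95 (adjusted p = 0.0200) and 2.14 (adjusted p = 0.0100). Slc34a2 passed there in SAGE 1-step (-1.36, adjusted p = 0.0275). Alppl2 (-1.74, adjusted p = 0.185), Trpv5 (-2.20, 0.0709), Slc7a8 (-2.11, 0.174), Nr0b1 (2.08, 0.116) and Car4 (1.85, 0.145) in GM501 and Actr1a (-0.93, 0.200) and Rcor3 (1.17, 0.423) in SAGE 1-step did not. The paper calls the response to the media genome wide and gives the share of the transcriptome that differed as an example.

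**Figure D2:**
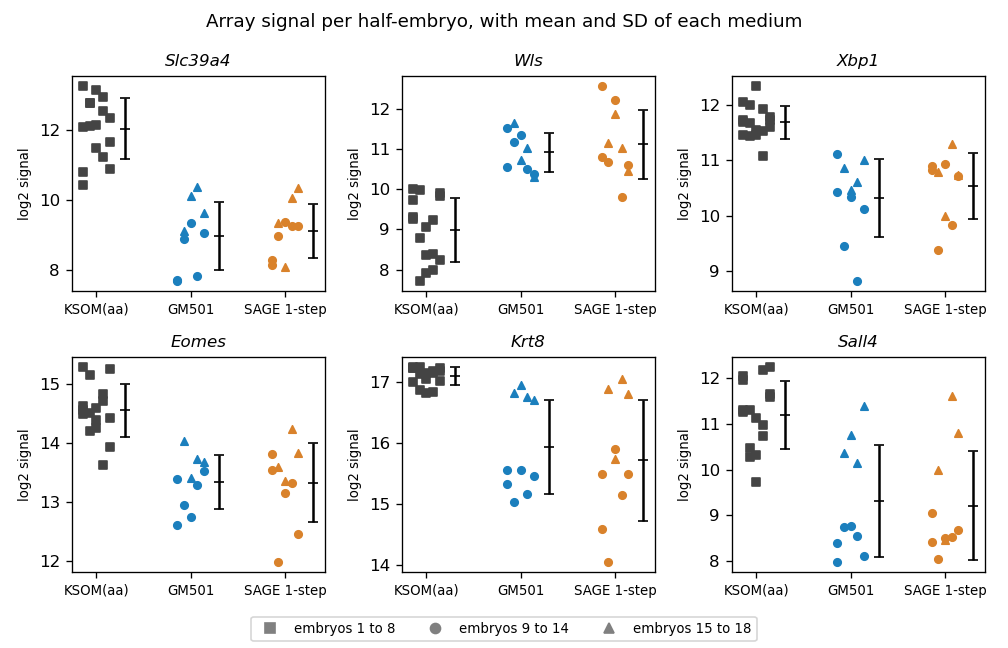
Log2 signal of Slc39a4, Wls, Xbp1, Eomes, Krt8 and Sall4 in each half-embryo by medium, with the mean and SD of each medium; squares are embryos 1 to 8, circles embryos 9 to 14 and triangles embryos 15 to 18. Slc39a4 lies at 10.44 to 13.28 in KSOM(aa), at 7.67 to 10.39 in GM501 and at 8.09 to 10.35 in SAGE 1-step.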

The sum of the cells in the two halves in these twin blastocysts should not be less than the intact embryo; otherwise, it would mean that the bisection damaged one of the blastomeres. To clarify this, we performed immunostaining for the EPI marker NANOG in combination with the identification of the remaining cells (CDX2-positive trophectoderm, SOX17-positive primitive endoderm; Schwarzer *et al.*, 2012) (Fig. 1C). While twin blastocysts accumulated more cells in the superior media (45–58 cells) than in KSOM(aa) (32 cells), there was no difference in the sum of the two halves within the same medium to that of the undivided embryos (e.g. 64 ± 22 and 61 ± 16 cells in KSOM(aa), *P* = 0.406, *t*-test; in the other media *P* ≥ 0.540), attesting to the negligible effect of the bisection.

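Trophectoderm markers, genes of the outer layer of the blastocyst, fell in GM501 and SAGE 1-step relative to KSOM(aa). Of 23 measured, 11 were lower and none was higher in each medium (14 lower in each when adjusted over the list alone). Their median log2 fold change was -0.45 in GM501 and -0.43 in SAGE 1-step, against 0.09 and 0.10 for all genes. Eomes, a transcription factor that trophectoderm needs, had a log2 signal of 14.56 ± 0.45 (SD, n = 16) in KSOM(aa), 13.34 ± 0.45 (SD, n = 10) in GM501 and 13.33 ± 0.67 (SD, n = 10) in SAGE 1-step, with log2 fold changes of -1.22 (standard error 0.20, adjusted p = 5.3e-04) and -1.23 (standard error 0.20, adjusted p = 3.4e-04). Krt8, an epithelial keratin, fell by 1.16 (standard error 0.26, adjusted p = 0.00449) and 1.38 (standard error 0.26, adjusted p = 8.7e-04) on the log2 scale. Cdx2, the trophectoderm factor that the paper counts by immunostaining, did not pass, with log2 fold changes of -0.17 (standard error 0.13, adjusted p = 0.444) and -0.29 (standard error 0.13, adjusted p = 0.163), which turn to 0.42 and 0.30 when the arrays are scaled to Actb, Gapdh and Hprt. Against the 10 half-embryos in KSOM(aa) that Supplementary Table SI sets beside GM501, 6 and 4 markers were lower (list adjusted p = 1.3e-10 and 3.4e-09). As a list the markers were lower at an adjusted p of 5.1e-13 in GM501 and 1.2e-11 in SAGE 1-step by camera with a preset correlation (adjusted p = 0.00355 and 0.00703 with an estimated correlation). In the arrays of embryos 9 to 14, with the low 18S signal, the median was -0.71 in GM501 and -0.53 in SAGE 1-step. In embryos 15 to 18 alone it was -0.28 (list adjusted p = 0.0241) and -0.19 (list adjusted p = 0.109).
Of 16 genes of the endoplasmic reticulum chaperones list, whose products fold secreted and membrane proteins or control that folding, 5 were lower in GM501 and 1 in SAGE 1-step (12 and 1 when adjusted over the list alone), none was higher, and the list was lower at an adjusted p of 1.3e-10 in GM501 (adjusted p = 0.0330 with an estimated correlation) and 3.0e-04 in SAGE 1-step (adjusted p = 0.230 with an estimated correlation). Xbp1, a transcription factor of the unfolded protein response and the member that passed in SAGE 1-step, had log2 fold changes of -1.36 (standard error 0.21, adjusted p = 2.5e-04) and -1.15 (standard error 0.21, adjusted p = 8.7e-04). Herpud1, which acts in the degradation of misfolded proteins, had -1.48 (standard error 0.41, adjusted p = 0.0214) in GM501 and Hspa5, the main chaperone of this compartment, -0.90 (standard error 0.25, adjusted p = 0.0212). By limma these 2 were at -2.29 and -1.44 in embryos 9 to 14 and at -0.28 (adjusted p = 0.665) and -0.08 (adjusted p = 0.862) in embryos 15 to 18. Of 12 genes of the heat shock response, 4 were lower and none higher in GM501 (5 lower and 1 higher when adjusted over the list alone), and 4 were lower and 2 higher in SAGE 1-step (5 and 3). Hsph1, a cytosolic chaperone, fell by 1.25 and 1.34 on the log2 scale. The list was lower at an adjusted p of 2.2e-04 in GM501 (adjusted p = 0.0366 with an estimated correlation) and 0.00167 in SAGE 1-step (adjusted p = 0.149 with an estimated correlation).
Of 19 amino acid transporters, 5 were lower in GM501 and 4 in SAGE 1-step (7 and 6 when adjusted over the list alone), none was higher, and the list was lower at an adjusted p of 1.4e-07 and 2.3e-04 (adjusted p = 0.140 and 0.262 with an estimated correlation). Slc38a4, of system A, fell by 1.24 and 1.25 on the log2 scale, and Slc1a1, a glutamate transporter, by 1.30 and 1.40. Of 29 genes of the amino acid deprivation response, 6 were lower and 1 higher in GM501, and 5 were lower and none higher in SAGE 1-step (9 lower and 1 higher, and 8 lower and 2 higher, when adjusted over the list alone). That list was lower at an adjusted p of 4.8e-04 and 0.00557 (adjusted p = 0.496 and 0.552 with an estimated correlation). Its member Slc3a2, the shared subunit of several amino acid transporters, passed as lower in each medium.
Of 20 genes of glycolysis, 4 were lower in GM501 and 5 in SAGE 1-step and none was higher (5 lower, and 5 lower and 1 higher, when adjusted over the list alone), among them the glucose transporter Slc2a3 at -1.24 and -1.32. The list was lower at an adjusted p of 0.0175 and 0.00493 (adjusted p = 0.352 and 0.230 with an estimated correlation). Of 20 genes of the oxidative stress response, 3 and 5 were lower and none was higher (3 lower and 1 higher, and 5 lower and 1 higher, when adjusted over the list alone), among them thioredoxin reductase, Txnrd1, at -1.15 and -1.33. The list was lower at an adjusted p of 0.0209 and 0.0243 (adjusted p = 0.452 and 0.388 with an estimated correlation). Of 13 genes of the DNA methylation machinery, 1 and 2 were lower and none was higher (3 and 3 lower when adjusted over the list alone), among them Tet2, which oxidizes 5-methylcytosine, at -0.84 and -0.92. The list was lower at an adjusted p of 0.00284 and 2.4e-04 (adjusted p = 0.352 and 0.229 with an estimated correlation). Of 21 targets of p53, 4 and 1 were lower and none was higher (5 and 1 lower when adjusted over the list alone), among them Phlda3 at -0.66 and -0.64, and the list was lower at an adjusted p of 0.00601 and 0.0202 (adjusted p = 0.212 and 0.263 with an estimated correlation). Of 28 genes of the cell cycle, 1 was lower and 1 higher in GM501, and 7 were lower and none higher in SAGE 1-step (1 and 1, and 9 lower and 3 higher, when adjusted over the list alone). Mcm2, a part of the replicative helicase, had -1.38 and -1.42 (-2.47 and -2.03 in embryos 9 to 14, and 0.27 and -0.50, neither of which passed by limma, in embryos 15 to 18), and the list was lower at an adjusted p of 0.0196 and 0.00167 (adjusted p = 0.694 and 0.505 with an estimated correlation).
Ribosomal protein genes rose as a list, at an adjusted p of 1.5e-04 in GM501 and 0.00820 in SAGE 1-step (adjusted p = 0.694 and 0.655 with an estimated correlation). Of 72, 4 and 8 were higher and none was lower (17 higher, and 9 higher and 1 lower, when adjusted over the list alone), among them Rpl22l1 at 0.81 and 0.64. By limma and camera the median of the ribosomal proteins was 0.34 and 0.37 in embryos 9 to 14, with 53 and 54 higher and 3 and 3 lower, and 0.03 (list higher, adjusted p = 0.00127) and -0.10 (list on the lower side, adjusted p = 0.0598) in embryos 15 to 18, where no member passed. The 3 housekeeping genes named by the study, Actb, Gapdh and Hprt, were lower as a list at an adjusted p of 0.00189 and 7.1e-04 (adjusted p = 0.0366 and 0.0286 with an estimated correlation), with 2 lower in GM501 and 3 in SAGE 1-step (2 and 3 when adjusted over the list alone). With the embryo as a random replicate block, Gapdh in GM501 and Hprt in SAGE 1-step no longer passed. In embryos 9 to 14, by limma, Actb was at -1.21 and -1.19 and Gapdh at -0.86 and -0.91, and in embryos 15 to 18 Actb was at -0.05 and 0.09 and Gapdh at 0.03 and -0.02, none of which passed. When each array was divided by the mean of these 3, the scale of Supplementary Table SI, the median log2 fold change of all genes moved from 0.09 to 0.68 in GM501 and from 0.10 to 0.69 in SAGE 1-step. Relative to that median the trophectoderm list remained lower, but its own median turned positive (0.13 and 0.16), with 6 members higher and 5 lower in GM501 and 7 higher and 4 lower in SAGE 1-step.
Most of the remaining lists did not pass as lists against KSOM(aa). Of 37 genes of the respiratory chain, 2 rose and 6 fell in GM501, and 3 rose and 7 fell in SAGE 1-step (6 and 8, and 9 and 8, when adjusted over the list alone), among them Cyc1, cytochrome c1, at -0.60 and -0.71 (list adjusted p = 0.240 and 0.228). Of 3 metallothionein and zinc export genes, 1 rose in each medium (1 and 1 when adjusted over the list alone), Mt1, which binds zinc, at 1.23 (standard error 0.27, adjusted p = 0.00439) and 1.12 (standard error 0.27, adjusted p = 0.00674), and the list had an adjusted p of 0.387 and 0.406. Mt1 was at 1.84 and 1.59 in embryos 9 to 14 and did not pass in embryos 15 to 18 (0.31, adjusted p = 0.516, and 0.42, adjusted p = 0.505, limma). Of 26 imprinted genes, 1 rose and 2 fell in GM501, and 2 rose and 3 fell in SAGE 1-step (4 and 3, and 4 and 4, when adjusted over the list alone), among them Kcnq1ot1, a regulatory RNA, at 0.53 and 0.90 (list adjusted p = 0.387 and 0.478). Of 24 genes of cholesterol synthesis, 3 rose and 1 fell in GM501, and 2 rose and 2 fell in SAGE 1-step (4 and 5 in each when adjusted over the list alone), among them Msmo1 at 0.87 and 0.66. That list had an adjusted p of 0.387 in GM501 and was lower in SAGE 1-step at an adjusted p of 0.0434 (adjusted p = 0.570 with an estimated correlation). Of 13 genes of fatty acid synthesis, 1 rose and 1 fell in GM501 and 1 fell in SAGE 1-step (1 and 1 in each when adjusted over the list alone; list adjusted p = 0.286 and 0.0812). With the embryo as a random replicate block, Kcnq1ot1 in GM501 and Msmo1 in SAGE 1-step no longer passed.
Of 18 maternal oocyte transcripts, 1 fell in GM501, and 1 rose and 1 fell in SAGE 1-step (the same counts when adjusted over the list alone; list adjusted p = 0.920 and 0.991). The one that fell, Khdc3, of the maternal complex of the egg cortex, had -1.40 (standard error 0.20, adjusted p = 1.1e-04) and -1.29 (standard error 0.20, adjusted p = 1.8e-04). Of 21 apoptosis genes none passed in GM501 and 1 rose in SAGE 1-step (0 and 0 when adjusted over the list alone; list adjusted p = 0.635 and 0.800). None of 14 transcripts of the 2-cell stage passed (list adjusted p = 0.606 and 0.106), nor of 4 Y-linked genes (0.225 and 0.0812), nor the 1 X inactivation gene (0.606 and 0.604). Of 15 cumulus and granulosa cell markers none passed in GM501 and 2 rose in SAGE 1-step (0 and 3 when adjusted over the list alone; list adjusted p = 0.387 and 0.105). Of 1525 olfactory and vomeronasal receptors, 3 rose and 7 fell in GM501, and 14 rose and 5 fell in SAGE 1-step (0 when adjusted over the list alone; list adjusted p = 0.299 and 0.650). Of 341 immunoglobulin and T cell receptor variable segments, 15 rose and 4 fell in GM501, and 25 rose and 2 fell in SAGE 1-step (13 and 4, and 23 and 2, when adjusted over the list alone). That list had an adjusted p of 0.299 in GM501 and was higher in SAGE 1-step at an adjusted p of 0.00820 (adjusted p = 0.662 with an estimated correlation). The camera test compares a list with all other genes, so a list with a positive median below that of all genes was tested as lower, as maternal oocyte transcripts (median 0.07, mean 0.02) in GM501.
In embryos 15 to 18 alone, with limma and camera, several of these lists turned. The camera tests within an embryo set used the preset correlation only, and none was run with an estimated correlation. In GM501 the trophectoderm markers were lower than all other genes. The lists of the amino acid deprivation response (adjusted p = 1.3e-04), glycolysis (0.0158), the cell cycle (7.4e-11) and DNA methylation (0.00294) were higher than all other genes. The median log2 fold change of all transcript clusters tested was -0.111 in this set. By limma no gene of glycolysis passed in it, and of the amino acid deprivation response only Vldlr did. There the amino acid transporters (0.0806), the heat shock response (0.824) and p53 targets (0.528) also turned to the higher side without passing, and the endoplasmic reticulum chaperones had an adjusted p of 0.741. In SAGE 1-step the amino acid transporters turned to the higher side without passing (0.364), the oxidative stress response was lower (adjusted p = 0.0199), and the endoplasmic reticulum chaperones (0.626) and heat shock genes (0.311) did not pass. Of the single genes given with values for these lists, only Xbp1 passed there in GM501, and Xbp1, Hprt, Cyc1, Kcnq1ot1 and Khdc3 in SAGE 1-step.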

Altogether, these data show that our combined method of blastomere separation and single embryo culture does not cause latent damage that impairs cell proliferation, while the embryos respond to the new surroundings as documented by gene expression changes. Thus, our method can be applied to investigate whether these changes also make the embryos competent to leave the original path of differentiation that would otherwise lead to EPI imbalance.

### Regulation of the EPI cell number but not of the EPI cell ratio in MZ twin pairs

Embracing the totipotency definition of Edwards and Beard (1997), we delved into the germ layer behaviour observed when the external stimuli are imposed by way of culture media. We continued to use the media from human-assisted reproduction as the test media and KSOM(aa) as the reference medium. Overall, when cell counts in the three germ layers were examined collectively for all twin pairs, statistical clustering analysis returned the correct pair associations in less than 10% of twin pairs (CSC medium, 3 of 35 pairs; GLOBAL medium, 0 of 36 pairs; GM501 medium, 0 of 33 pairs; G-TL medium, 0 of 36 pairs; SAGE 1-step medium, 1 of 36 pairs), resembling the situation in KSOM(aa) (Fig. 1E; Supplementary Table SII). We particularly examined the accumulation of EPI cells in individual embryos and the ratio between the EPI counts in twin and co-twin.

Only a minority of the twin blastocysts cultured in KSOM(aa) accumulated ≥4 EPI cells (Fig. 2A), which is considered to be a prerequisite for successful post-blastocyst development in mice (Morris *et al.*, 2012). Because the value of ≥4 EPI cells is regarded as critical in absolute terms (Morris *et al.*, 2012), the results are normalized to the number of blastocysts and not to the number of cells in the blastocysts. The minority proportion of twin blastocysts containing ≥4 EPI cells increased overall in SAGE 1-step, GM 501, G-TL, CSC and Global medium, without closing the gap relative to the intact controls (Fig. 2A). We also examined the blastocysts with at least 50 cells (Fig. 2B) since the total number of cells is lower in KSOM(aa) than in the media from human-assisted reproduction, and confirmed the previous finding (Fig. 2A). Thus, the lower proportion of blastocysts with ≥4 EPI cells is a conserved trait among twins. It is noteworthy that intact controls featured cases of an insufficient (<4) EPI cell number, prompting us to interrogate an *in vivo* group. Even when blastocysts were flushed from the uterus and thus, had no background of IVC, cases of EPI counts below the threshold of four were still recorded (Fig. 2A and B).

**Figure 2:**
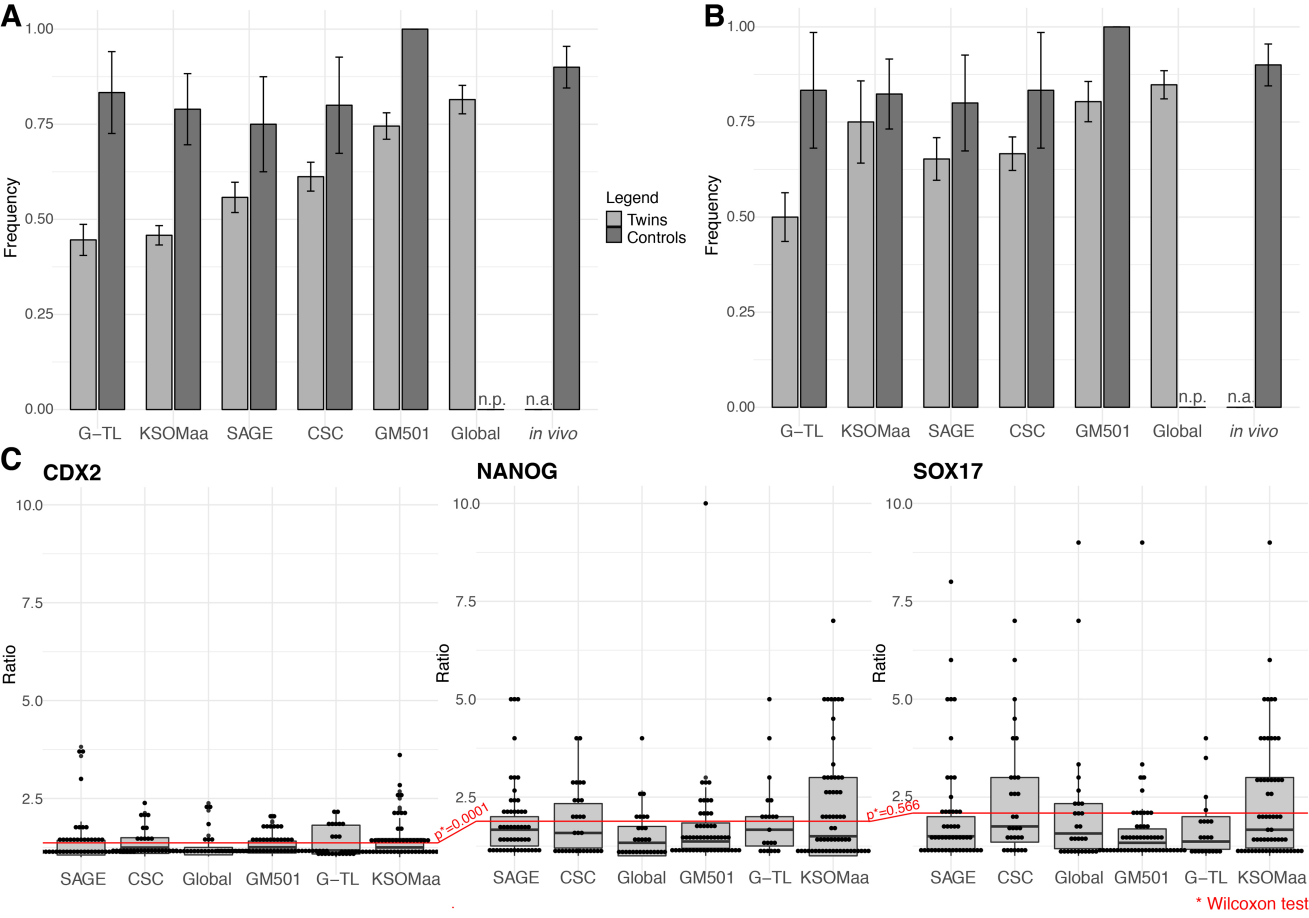
**The absolute number of EPI cells in MZ twin blastocysts varies, but the ratio twin/co-twin does not.** (**A**) Minority of the twin embryos cultured in KSOM(aa) accrued ≥4 EPI cells, compared to intact controls. While the proportion increased when the twins were cultured in one of the refined media (SAGE 1-step, GM501, G-TL, CSC, Global), the gap between twin embryos and intact controls persisted. Total starting numbers in (A): G-TL, 148 twins, 12 controls; KSOM(aa), 382 twins, 19 controls; SAGE, 156 twins, 12 controls; CSC, 165 twins, 10 controls; GM501, 157 twins, 17 controls; Global, 108 twins; *in vivo*, 30 controls. (**B**) Same as (A), except that only blastocysts with at least 50 cells were considered. Total starting numbers: G-TL, 62 twins, 6 controls; KSOM(aa), 16 twins, 17 controls; SAGE, 72 twins, 10 controls; CSC, 117 twins, 6 controls; GM501, 56 twins, 15 controls; Global, 92 twins; *in vivo*, 30 controls. (**C**) The ratio obtained from a higher cell count divided by the lower count (*C*^high^/*C*^low^), for each twin pair in each germ layer shows that the EPI imbalance persists no matter the cues from the culture environment. Abbreviations: n.p., not performed; n.a., not applicable; CDX2, trophectoderm; SOX17, primitive endoderm; NANOG, EPI. Dots in (C) are embryo pairs.

When the ratio between the EPI counts (NANOG) in twin and co-twin was examined, an imbalance was observed. We used the arithmetic ratio obtained from the higher count divided by the lower count (*C*^high^/*C*^low^) for each twin pair. Thus, balance and imbalance are easily identified from ratios near 1 or well above 1, respectively. An EPI imbalance (ratio ≈ 2) is extant, regardless of the culture environment (Fig. 2C). Unsurprisingly, this is also the case for primitive endoderm (SOX17), whose formation depends on the FGF4 produced by the EPI (Krawchuk *et al.*, 2013). In contrast to the EPI, the *C*^high^/*C*^low^ ratios for trophectoderm (CDX2) are not only similar across media but also near 1 (Fig. 2C), consistent with the notion that the imbalance affects the second cell lineage decision. We performed 143 transfers of two MZ blastocysts (twin and co-twin) per recipient, ensuring that each pair was transferred into the same uterus (using unfertilized oocytes as carriers), to test the possibility that EPI imbalance might simply be transient and would recover later. The birth of singlets exceeded the birth of pairs (Fig. 3A), regardless of the diverse culture media that produced heterogeneous blastocyst qualities (e.g. transcriptome, proportion of blastocysts with ≥4 EPI cells). 

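Some of the epiblast genes that the paper follows were lower in GM501 or SAGE 1-step than in KSOM(aa). Sall4, a pluripotency factor, had a log2 signal of 11.20 ± 0.75 (SD, n = 16) in KSOM(aa) and fell by 1.88 (standard error 0.40, adjusted p = 0.00357) in GM501 and 1.99 (standard error 0.40, adjusted p = 0.00172) in SAGE 1-step on the log2 scale. Pou5f1, which maintains pluripotent cells, had log2 fold changes of -0.87 (standard error 0.29, adjusted p = 0.0571) and -1.30 (standard error 0.29, adjusted p = 0.00426). Nanog, the epiblast marker of the immunostaining, had -0.73 (standard error 0.44, adjusted p = 0.307) and -1.16 (standard error 0.44, adjusted p = 0.0888), and Sox17, the primitive endoderm marker, 0.25 (standard error 0.09, adjusted p = 0.0754) and 0.10 (standard error 0.09, adjusted p = 0.492). The falls of Sall4 and Pou5f1 passed in embryos 9 to 14, whose arrays had the low 18S signal, and not in embryos 15 to 18, and the difference between the sets was not tested. By limma, Sall4 was at -2.78 (adjusted p = 3.8e-08) and -2.66 (5.3e-08) there and at -0.54 (0.490) and -0.98 (0.296) in embryos 15 to 18, and Pou5f1 at -1.54 (5.9e-06) and -1.77 (6.7e-07) against 0.13 (0.810) and -0.60 (0.344).
Of the 12 epiblast regulators named by the study, 2 fell in GM501 and 3 in SAGE 1-step and none rose (3 lower and 1 higher, and 4 lower and 1 higher, when adjusted over the list alone). As a list they had an adjusted p of 0.289 in GM501, where the median log2 fold change was 0.08 and the mean -0.22, and were lower in SAGE 1-step at an adjusted p of 0.00783 (adjusted p = 0.251 with an estimated correlation). Of 20 epiblast markers, 2 fell and 1 rose in GM501, and 4 fell and none rose in SAGE 1-step (4 and 1, and 5 and 1, when adjusted over the list alone). That list had an adjusted p of 0.299 in GM501 and was lower in SAGE 1-step at an adjusted p of 8.7e-04 (adjusted p = 0.218 with an estimated correlation). In GM501 both lists turned higher than all other genes in embryos 15 to 18 alone, with no member past the test (limma and camera, adjusted p = 0.0323 for the regulators and 0.0155 for the markers). Of 20 primitive endoderm markers, 2 rose in GM501 and 1 in SAGE 1-step and none fell (3 higher and 1 lower, and 1 higher, when adjusted over the list alone; list adjusted p = 0.909 and 0.781). Apoe, a lipid carrier, rose by 0.66 on the log2 scale (standard error 0.16, adjusted p = 0.00954) in GM501 and did not pass in SAGE 1-step (0.38, standard error 0.16, adjusted p = 0.127). Of 16 genes of FGF and MAPK feedback, 1 rose in GM501 and 1 fell in SAGE 1-step (1 and 0 when adjusted over the list alone), and the list had an adjusted p of 0.387 in GM501 and was lower in SAGE 1-step at 0.0250 (adjusted p = 0.372 with an estimated correlation).
Between GM501 and SAGE 1-step, in sisters of the same 10 embryos, limma called 0 of 40160 transcript clusters, with 611 at an unadjusted p under 0.05. A t-test called 0 as well (437). Both tests ignore the pairing of sisters, and both counts are lower than chance gives at that threshold, so the tests are conservative. With each embryo as a fixed block limma called 0, with 1249 at an unadjusted p under 0.05. The median standard error over detected transcript clusters was then 0.152, against 0.197 without the block. With the embryo as a random replicate block 1 was called (1584 at an unadjusted p under 0.05), Gm7265, a predicted gene on chromosome 9 (72691550 to 72695054), with a log2 difference of 1.37 (standard error 0.23, adjusted p = 0.0410; 0.799 without the block). This gene was chosen after its values were seen. Nanog differed by 0.43 (standard error 0.49), Pou5f1 by 0.43 (standard error 0.32), Sox2, another pluripotency factor, by 0.47 (standard error 0.30) and Cdx2 by 0.12 (standard error 0.15), each with an adjusted p of 1. For 93.1% of the 22925 detected transcript clusters the 95% interval of the difference lay within 1 of 0 on the log2 scale.
As lists, with no member past the test, epiblast markers were higher in GM501 than in SAGE 1-step (median 0.17, adjusted p = 1.1e-05; adjusted p = 0.149 with an estimated correlation), and the endoplasmic reticulum chaperones were lower (median -0.27, adjusted p = 7.4e-06; adjusted p = 0.256 with an estimated correlation). The epiblast regulators named by the study were also higher (median 0.09, adjusted p = 0.00791; adjusted p = 0.454 with an estimated correlation). Genes of FGF and MAPK feedback (median 0.11, adjusted p = 0.0196; 0.594 with an estimated correlation) and of cholesterol synthesis (median 0.14, adjusted p = 0.0462; 0.957 with an estimated correlation) were higher, and immunoglobulin and T cell receptor variable segments lower (median -0.05, adjusted p = 0.00791; 0.957 with an estimated correlation). By limma and camera the epiblast markers had a median of 0.02 in embryos 9 to 14 (adjusted p = 0.995) and 0.59 in embryos 15 to 18 (1.3e-08), with Nanog at -0.44 and 1.73 and Sox2 at -0.03 and 1.22. The latter set holds 2 half-embryos far from the others in Sox2, 16b in SAGE 1-step (6.01) and 18a in GM501 (9.34). The endoplasmic reticulum chaperones had a median of -0.36 in embryos 9 to 14 (adjusted p = 4.3e-09) and 0.02 in embryos 15 to 18 (0.951). Trophectoderm (adjusted p = 0.920) and primitive endoderm markers (0.857) did not pass. The paper states that its diverse culture media gave blastocysts of differing transcriptomes, without singling out GM501 against SAGE 1-step.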

A total of 16 out of 46 pups retrieved on E17.5 belonged to 8 complete pairs, while the remaining 30 pups were singlets (i.e. in 30 pairs, one member was missing). All these pups were outwardly normal and were not examined further. The 8:30 allocation observed to complete and incomplete pairs, respectively, is statistically different from the 38:0 allocation which would be expected if all MZ pairs proved to be totipotent in both members (Fisher’s exact test, *P* = 0.00001). We also repeated the embryo transfers using pools larger than two to allay the critique that transfers of two embryos per recipient are limiting in a litter-bearing species such as the mouse. We transferred groups of eight blastocysts to the uterus (83 transfers), followed by caesarean section on E17.5. While the probability of gestation is, of course, higher for transfers of eight embryos compared to two, the gap between the birth rates of half and intact embryos persisted (Fig. 3B). Thus, the biologically more rigorous but statistically weaker analysis of birth rates of single pairs documents that the intra-pair imbalance of totipotency occurs in 79% (30/38) of the pairs, despite the maximum extent of IVC support. The biologically less rigorous but statistically stronger analysis of the pools corroborates the findings obtained from the single pairs.

**Figure 3:**
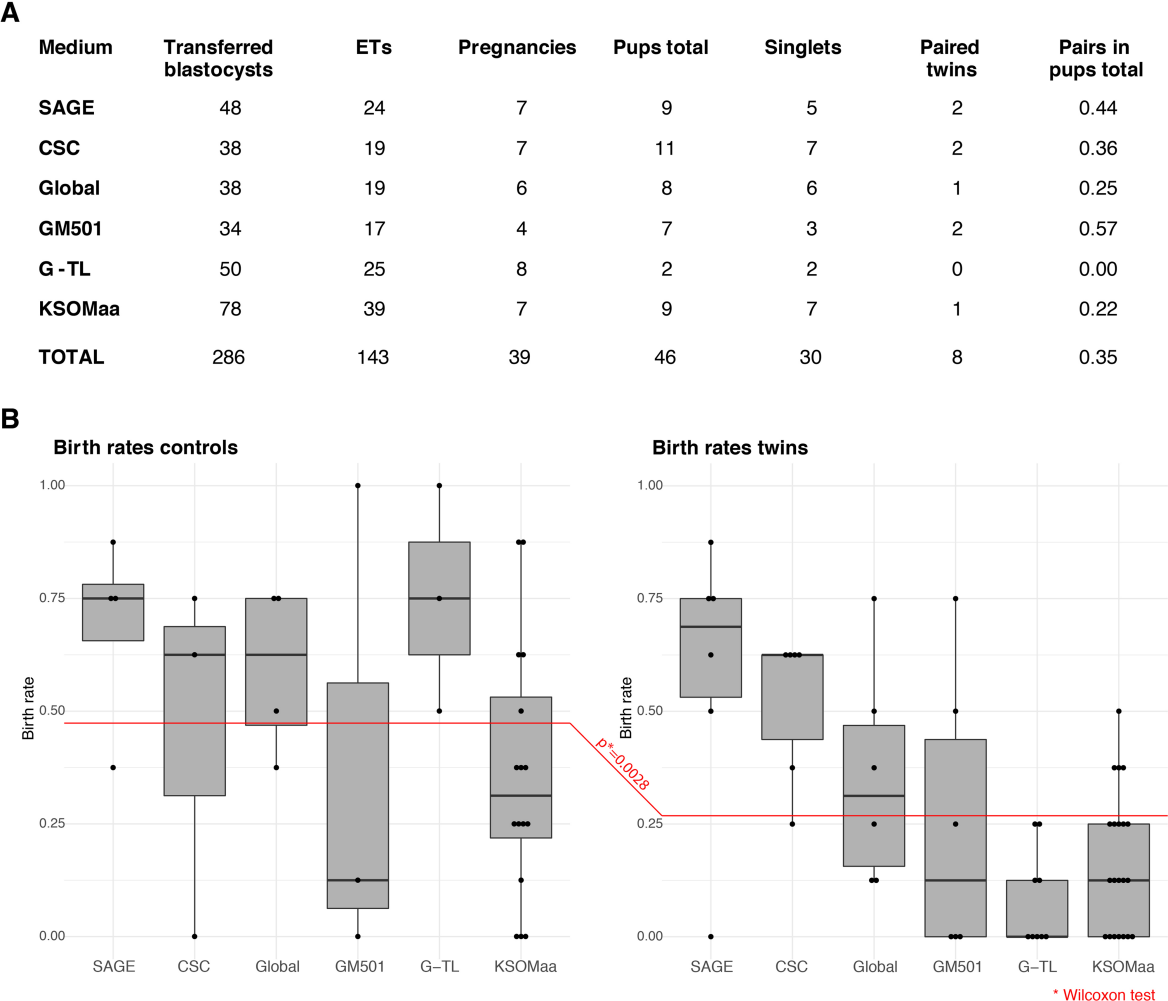
**EPI imbalance of MZ twin blastocysts does not recover after embryo transfer (ET) to the uterus.** (**A**) Embryo transfer of single pairs of MZ twins to the uterus (*n* = 2 in 1 female) produces single pups more frequently than pairs of pups. (**B**) Embryo transfer of pools of MZ twins to the uterus (*n* = 8 in 1 female) fares below transfer of control (non-manipulated) embryos. Points in the box plots are the birth rates per single ET (at least three replicates per medium). Total numbers of pups from ET of pools: SAGE 1-step, *n* = 28; GM 501, *n* = 2; G-TL, *n* = 6; CSC, *n* = 25; Global, *n* = 17; KSOM(aa), *n* = 28.

Altogether, these data show that the absolute number of EPI cells can vary in MZ half-embryos, but the imbalanced EPI ratio in twin pairs is invariant, irrespective of the culture environment. This *in vitro* behaviour reflects the birth rates *in vivo*. It is implausible that six different culture media produced the same effect. Therefore, our interim conclusion is that the persisting EPI imbalance is rooted not in regulative processes that are dependent on extrinsic factors (insofar as these processes can be modulated by culture media) but is rooted in intrinsic differences in developmental potential between blastomeres.

### Parthenogenesis reveals that the EPI formation imbalance is latent in oocytes

There is at least one confounder that makes imperfect EPI regulation complex to study in twins derived from zygotic embryos: the variability associated with the sperm entry point on the oolemma, which can be transmitted to one or the other blastomere; thus, making them differ from each other even before our experimental interventions start. If the sperm entry point is a primer of the EPI imbalance, then the imbalance should be less pronounced or absent in embryos formed exclusively by oocytes (parthenogenesis). In fact, the imbalance might be even easier to detect, since parthenogenetic embryos are more uniform owing to the synchronous chemical activation.

Twins were derived efficiently from diploid parthenogenetic 2-cell stage embryos (B6C3F1) generated according to our established protocols for oocyte activation (Materials and Methods). After efficient 2-cell stage bisection, we treated the parthenogenetic pairs (zona-free) with the same media used previously to culture the MZ twins. Separated blastomeres were able to thrive in SAGE 1-step, GM501, G-TL, CSC or Global medium, while they were not able to thrive in standard medium KSOM(aa), in contrast to non-bisected parthenotes (Fig. 4A). Therefore, the outcomes of twinning after parthenogenesis are similar and yet distinguishable from those of twinning after fertilization. The cause of the poor development of parthenogenetic twins when cultured in KSOM(aa) transcends the scope of this study, but it underscores the importance of performing observations in multiple developmental environments. 

**Figure 4:**
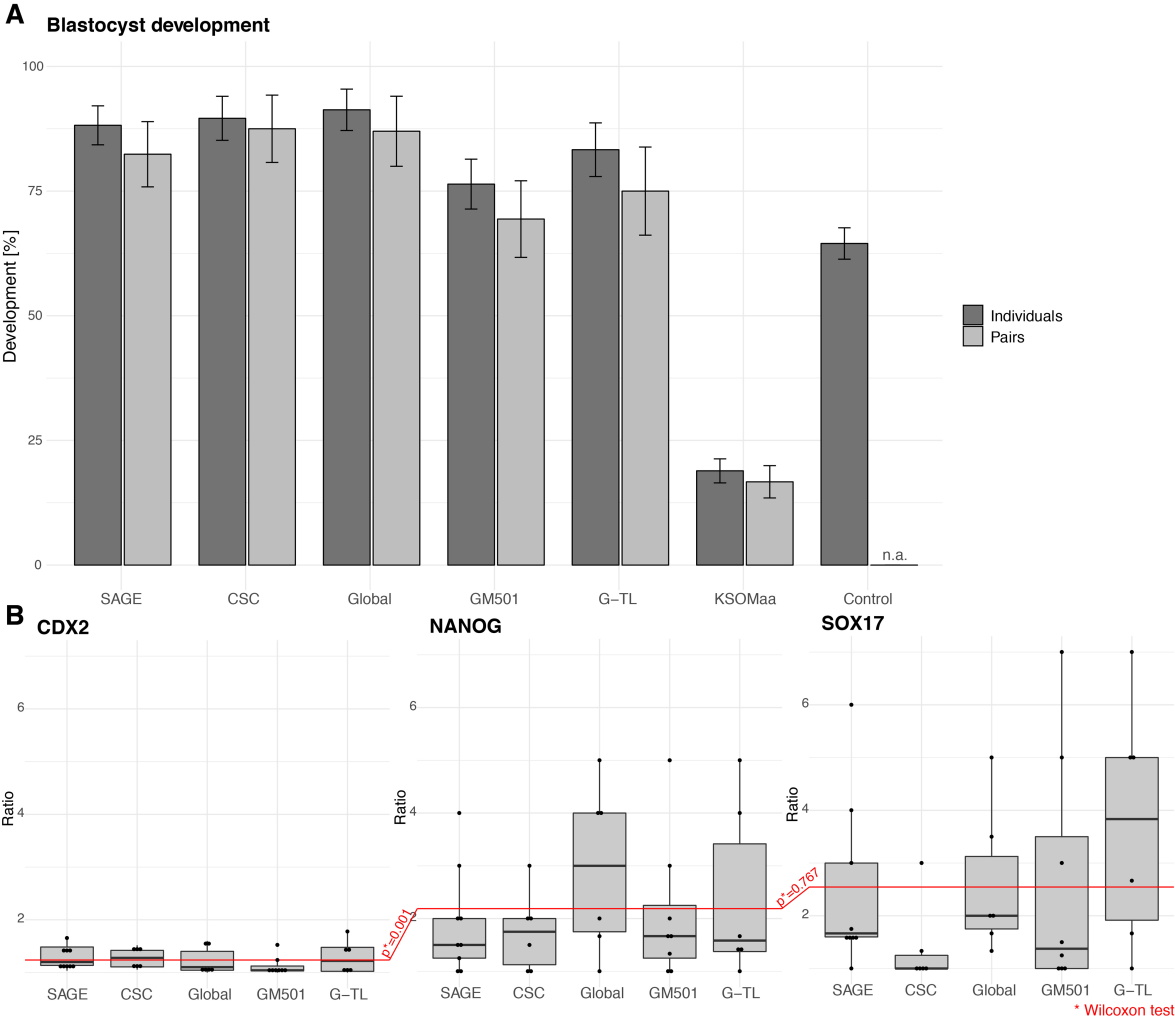
**EPI formation imbalance is latent in twin embryos from oocytes subjected to parthenogenetic activation.** (**A**) In the course of 281 bisections, we found that both blastomeres survived in 273 cases (97.3 ± 1.9%) and one blastomere survived in the remaining cases. Development to blastocyst was substantial, except in KSOM(aa) medium. Total starting numbers of parthenogenetic twins in A: SAGE, 34 pairs; CSC, 24 pairs; Global, 23 pairs; GM501, 36 pairs; G-TL, 24 pairs; KSOM(aa), 132 pairs; control, 231 non-bisected parthenogenetic embryos in KSOM(aa). (**B**) A total of 35 of the blastomere pairs that developed into pairs of blastocysts were subjected to cell lineage analysis (SAGE, *n* = 9; GM501, *n* = 8; Global, *n* = 6; G-TL, *n* = 6; CSC, *n* = 6). The ratio obtained from the higher count divided by the lower count (*C*^high^/*C*^low^) for each twin pair in each primary germ layer shows that the EPI imbalance persists no matter the cues from the culture environment. The erratic blastocyst formation of parthenogenetic twins in KSOM(aa) did not allow an examination of the effect of this medium on the primary germ layer composition. Abbreviations: CDX2, trophectoderm; SOX17, primitive endoderm; NANOG, EPI. Dots in (B) are embryo pairs.

We applied the same pipeline used for the zygotic twin blastocysts to the parthenogenetic twin blastocysts to delve into the EPI imbalance. We analyzed the germ layer composition of blastocysts using the complete pairs, keeping track of the original pair associations (twin and co-twin). Across the culture media, the EPI counts (NANOG) in one member of the pair did not correlate with the EPI counts in the other member, measured by the ratio obtained from the higher count divided by the lower count (*C*^high^/*C*^low^), for each twin pair (Fig. 4B). This also applies to the primitive endoderm (SOX17), as has already been noted for the zygotic embryos, whereas the trophectoderms (CDX2) are in fair reciprocal concordance (*C*^high^/*C*^low^ ≈ 1; Fig. 4B).

We were interested in the consequences of EPI imbalance, but parthenogenesis impedes postimplantation development, making embryo transfer an impractical thing to do. Therefore, we adapted a recently established IVC system in which embryos can reach a stage *in vitro* that approximates to the egg cylinder stage *in vivo* (E5.5) (Bedzhov *et al.*, 2014). Parthenogenetic twin blastocysts were cultured for 3 days in IVC1 medium followed by IVC2 medium in 96-well plates and scored for the formation of mature structures resembling early egg cylinders (Supplementary Fig. S1). A total of 43% of the parthenogenetic pairs formed mature structures in both members (pair concordance), compared to 77% of dizygotic pairs. Conversely, a mature structure in one member and an immature structure in the other member (pair discordance) was observed in 47% of parthenogenetic pairs, compared to 20% of dizygotic pairs (total *N* = 77 and 44 pairs, respectively).

Altogether, the data presented so far show that the EPI imbalance (i) is independent of fertilization and (ii) does not recover in parthenogenetic embryos either until or after the blastocyst stage. Thus, these data raised the possibility that a maternal factor may play a role in determining the different developmental potencies of 2-cell blastomeres.

### Evidence of transcript patterning in parthenogenetic 2-cell embryos provides molecular correlates of the EPI formation imbalance

Prompted by the conserved discrepancy of EPI formation in most pairs of twins, we were interested to see whether there is any evidence of spatially localized developmental information that is relevant for the EPI and that differs in the sister blastomeres. This information could be carried by any kind of molecules. Findings of cellular mRNA gradients in lower species (Swalla and Jeffery, 1995; King *et al.*, 2005) suggest that if the interblastomere difference was also mediated by mRNA in mice, then we should be able to see it by super-resolution mRNA FISH (Raj *et al.*, 2008). Which mRNAs are going to exhibit spatial patterns was not known *a priori*, therefore, we first interrogated the transcriptome of individual 2-cell stage blastomeres to select those candidates that (i) exhibit more blastomere-to-blastomere variability of expression at the 2-cell stage and (ii) are part of the regulatory network of the EPI: *Cops3*, *Esrrb*, *Foxd3, Gbx2, Klf2*, *Klf4*, *Nanog*, *Pou5f1*/*Oct4*, *Sall4*, *Sox2, Tdgf1*/*Cripto* and *Tfcp2l1* (listed in alphabetical order; Hanna *et al.*, 2002; Yan *et al.*, 2003; Dunn *et al.*, 2014; Boroviak *et al.*, 2015; Fiorenzano *et al.*, 2016).

The transcriptomes of nine pairs of parthenogenetic blastomeres were matched correctly with each other in only four pairs (Fig. 5A), as determined by hierarchical cluster analysis of the transcriptomes (deposited dataset GSE111589; Supplementary Table SIII). This corroborates the view that the first cleavage can produce both balanced and imbalanced blastomeres, regardless of sperm-associated processes. We used the ratio of each mRNA expression level between the sister blastomeres, always dividing the higher value by the lower value, across the nine pairs to extract the blastomere-to-blastomere variability at the 2-cell stage. As expected, the interblastomere ratios of housekeeping mRNAs (Mamo *et al.*, 2007) were not significantly different from 1 (Fig. 5B). Some of the EPI-related mRNAs were detected at a background level with a low coefficient of variation between the blastomere pairs, while others were detected at a higher level with additionally a higher coefficient of variation. *Cops3,* with the highest coefficient of variation, stands out among the EPI-related genes tested, followed by *Oct4*/*Pou5f1* (Fig. 5B).

**Figure 5:**
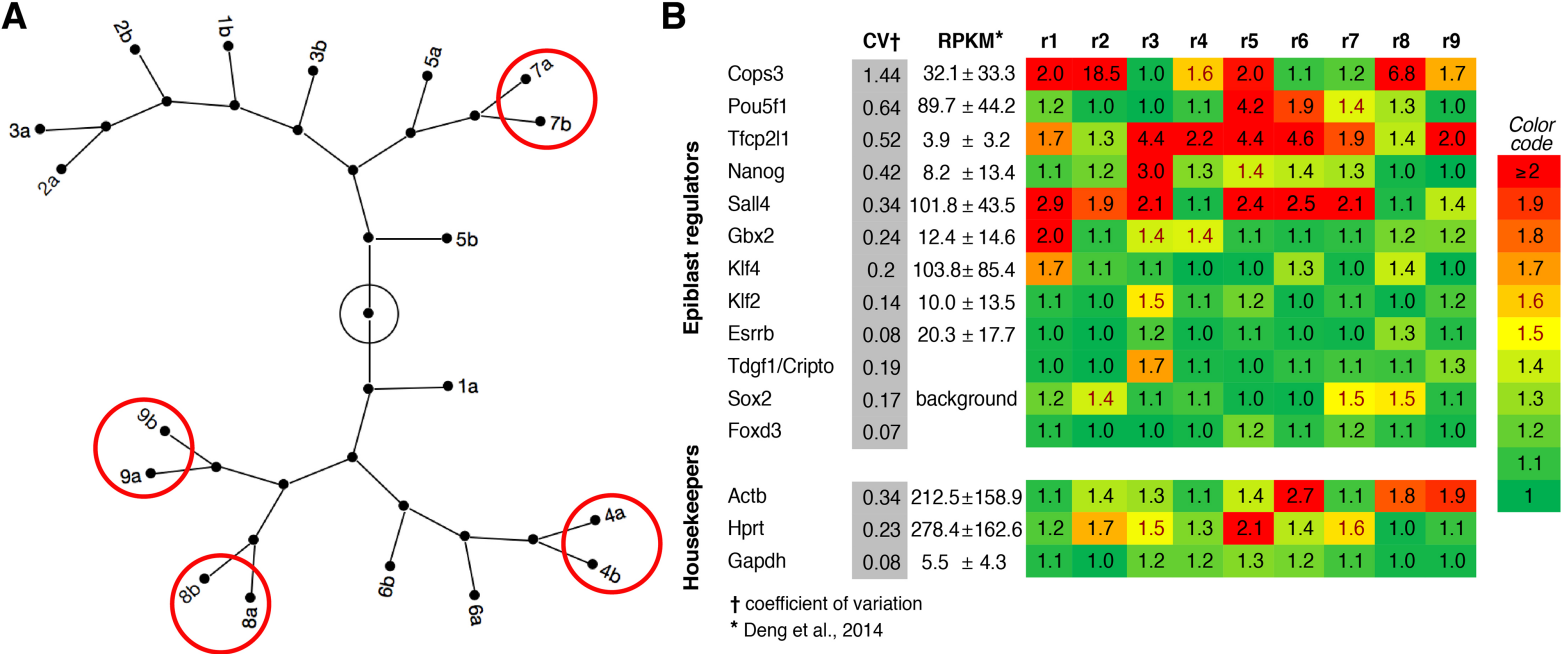
**EPI formation imbalance in blastocysts correlates with differences of EPI-associated gene expression at the 2-cell stage.** (**A**) Transcriptome analysis (Affymetrix) of blastomere pairs from nine parthenogenetic 2-cell embryos produced in KSOM(aa). Constellation maps of the transcriptomes of individual blastomeres identified with both a number (for the original embryo subjected to bisection) and a letter (for the two members resulting from bisection). The transcriptomes were subjected to hierarchical clustering analysis to see whether they would return the original pair associations (e.g. 7a–7b), which they did in a minority of cases. (**B**) Transcriptomes were queried for mRNAs of EPI-related genes. The heat map shows the mRNA interblastomere ratios of EPI-related and housekeeping genes, ranked by coefficient of variation †. *mRNA expression level (RPKM) at the 2-cell stage is derived from Deng *et al* (2014). It should be noted that the embryos analyzed by Deng *et al*. were produced by fertilization. RPKM, reads per kilobase of transcript per million mapped reads.

We used mRNA FISH in super-resolution mode confocal microscopy to assess the spatial pattern of *Cops3* in parthenogenetic 2-cell embryos. In addition to *Cops3*, we also inspected *Gapdh* as a housekeeping control, and *Oct4*/*Pou5f1* as the second most differently expressed mRNA after *Cops3* (Fig. 5B). Precursor MII oocytes were also examined to see whether the spatial mRNA patterns observed at the 2-cell stage were related to patterns from a previous stage (Fig. 6A). Each molecule of the target mRNA in super-resolution FISH is bound by 48 oligonucleotides targeting the whole mRNA length, and each oligonucleotide is tagged with a fluorophore (Stellaris® probes).

**Figure 6:**
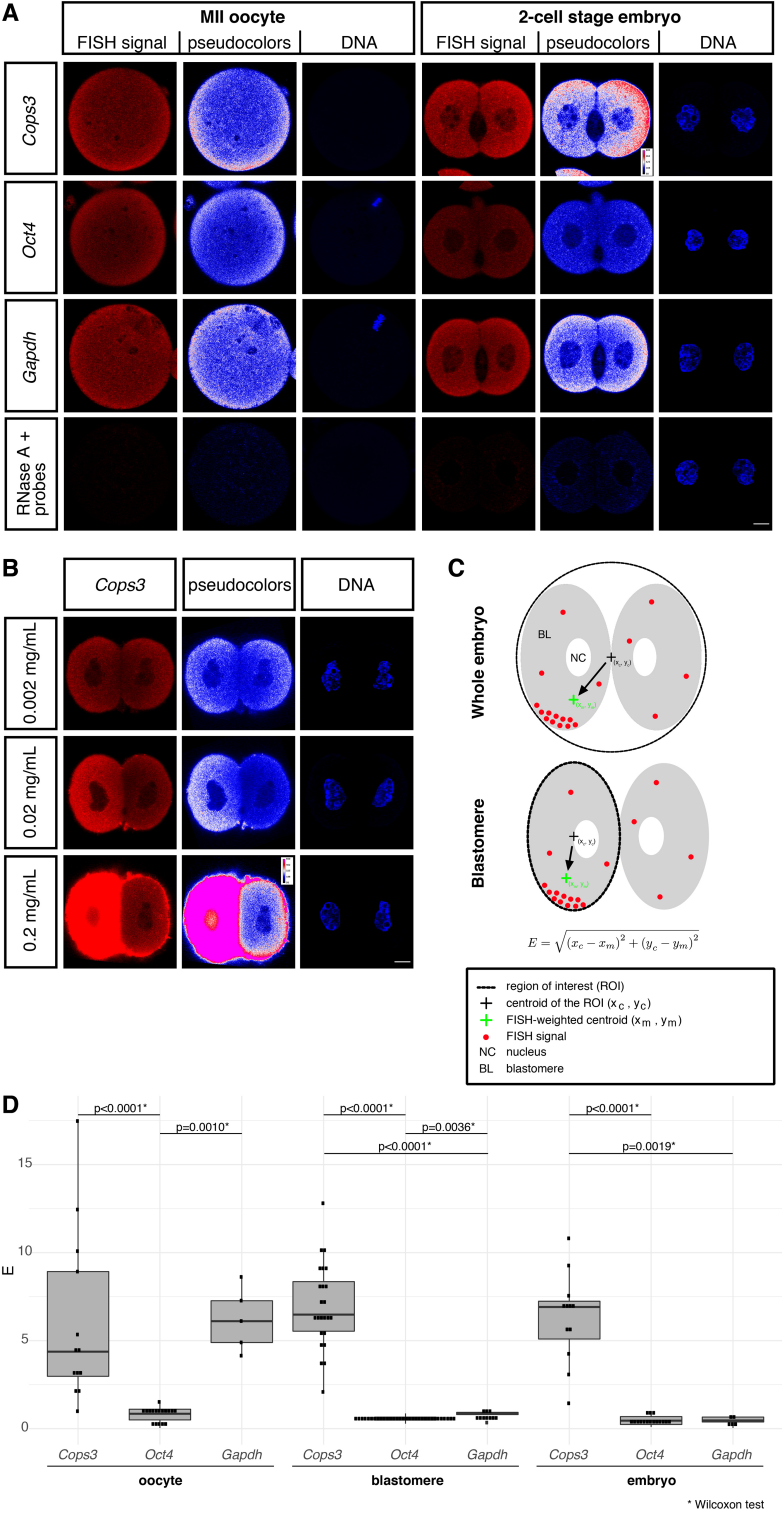
**Sub-embryo and sub-blastomere transcript patterning in parthenogenetic 2-cell embryos.** (**A**) Maximum intensity projections of the confocal sections captured in the equatorial region of oocytes and consistently oriented 2-cell embryos are shown, demonstrating the much higher uniformity of *Gapdh* mRNA FISH signal compared to *Cops3*. Note the complete absence of FISH signal when hybridization was conducted after treatment with RNase (probe for oocytes is *Cops3*, probe for 2-cell embryos is *Gapdh*). FISH signal from Quasar® 670 fluorochrome is shown after normalization using identical settings for contrast and brightness. Pseudocolours are used to emphasize the differences of mRNA FISH signal distribution. DNA was stained with DAPI. (**B**) Same as in (A), except that one blastomere was injected with 0.002, 0.02 or 0.2 mg/mL *Cops3* mRNA to further demonstrate the specificity of the FISH signal. Size bar, 10 μm. (**C**) Degree of uniformity of FISH signal was captured by the mathematical measure of eccentricity (abbreviated as ‘E’). (**D**) There is substantial eccentricity of *Cops3* but not of the Gapdh signal in embryos and their blastomeres, attesting to the genuine inhomogeneity of the maternal cytoplasm in terms of *COP9 signalosome complex subunit 3* (*Cops3*) mRNA. Dots stand for individual metaphase II (MII) oocytes, individual blastomeres, individual embryos. Numbers of MII oocytes examined: *Cops3*, *n* = 13; *Gapdh*, *n* = 5; *Oct4*, *n* = 17. Numbers of 2-cell embryos examined: *Cops3*, *n* = 12; *Gapdh*, *n* = 5; *Oct4*, *n* = 16. Eccentricity values were compared using the Wilcoxon test.

We applied the following three controls to show that our imaging protocol did not produce obvious artefacts. Firstly, pre-treatment of the specimens with RNase A eliminated the fluorescent signal, thus, confirming its RNA origin in the rest of the experiments (Fig. 6A). As a second control, rotating the specimen by 90° on the stage of the microscope resulted in a rotation of the *Cops3* pattern (Supplementary Fig. S2); thereby, excluding a microscope’s optical path artefact. As a third control, microinjection of exogenous *Cops3* mRNA into one of the two blastomeres followed by fixation 10 min later resulted in a stronger FISH signal in the injected blastomere (Fig. 6B); thus, confirming the specific *Cops3* origin of the signal. Imaging was conducted only on those 2-cell embryos that were lying on a dish with both nuclei on the same focal plane to facilitate their observations. Confocal sections were taken in the largest region (2.2 μm across the cell’s equator) of these controls and in the experiments to follow. This confinement is necessary to allay the concerns about the length of the light path and bleaching of signal during laser scanning, which is more problematic in the Z dimension.

Analysis of maximum intensity projection images revealed a subtle but reproducible transcript pattern of *Cops3* mRNA in the X-Y dimension, both within and between the parthenogenetic blastomeres, in contrast to the more uniform X-Y signal of *Gapdh* and *Oct4* mRNAs. This pattern was not unique to parthenogenetic 2-cell embryos but was also observed in fertilized counterparts. We borrowed the concept of eccentricity of the FISH signal (Fig. 6C) to describe the transcript pattern in systematic terms for quantitative analysis (Park *et al.*, 2012). Eccentricity is defined as the linear distance between the geometrical centre of the image and its intensity-weighed centre of mass (see Materials and Methods). Accordingly, the more the distribution of an mRNA is spatially inhomogeneous, the higher the eccentricity (except perhaps when the inhomogeneity is radial). The images used for this analysis were kept in the native red channel and normalized using identical settings for contrast and brightness, contrary to the pseudocoloured images, which are intended for demonstration purposes only. The analysis of 2-cell embryos hybridized for *Cops3*, *Gapdh* and *Oct4* revealed a significantly higher eccentricity of *Cops3* in both blastomeres and whole embryos (Fig. 6D; additional embryos are shown in Supplementary Fig. S3). To clarify the biological origin of eccentricity, pronuclear oocytes as well as early 2-cell embryos were cultured in the presence of RNA polymerase inhibitor α-amanitin until the late 2-cell stage, when they were processed for mRNA FISH analysis together with untreated 2-cell embryos and MII oocytes. A subset of the treated embryos were kept in culture but failed to reach the 4-cell stage, thereby proving the α-amanitin effect. Since inhomogeneous FISH signal distribution was already present in MII oocytes (Fig. 6A and D) and FISH signal eccentricity was still present after α-amanitin treatment (Fig. 7), the results imply that the spatial distribution of *Cops3* mRNA depends not on embryonic genome activation (EGA) but on maternally supplied factors. This is also consistent with a transcriptome profiling showing that *Cops3* mRNA declines from MII oocytes to 1-cell and early 2-cell stage embryos, followed by a steady increase from the late 2-cell stage onwards (Supplementary Fig. S4; data extracted from deposited dataset GSE110599).

**Figure 7:**
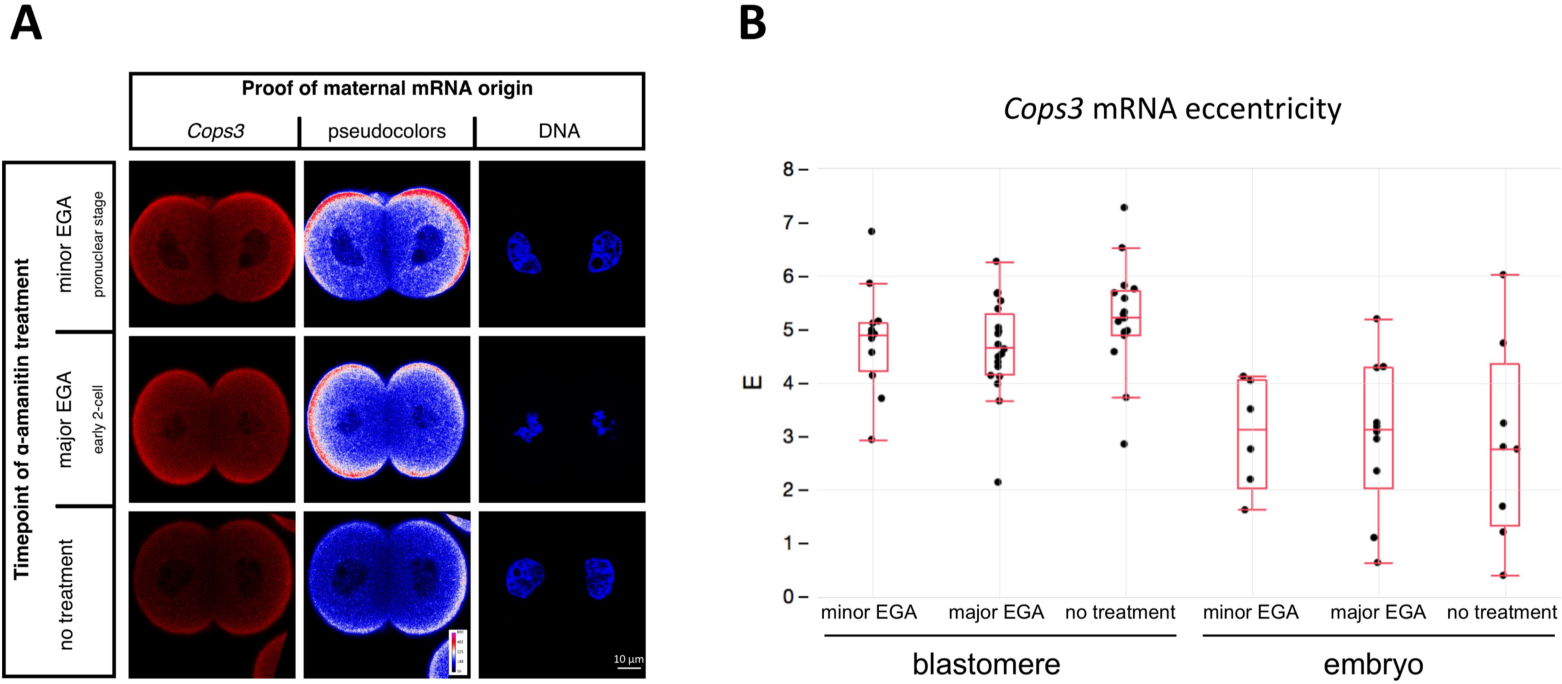
***Cops3* mRNA spatial distribution is independent of *de novo* transcription.** (**A**) Maximum intensity projections of the confocal sections captured in the equatorial region of consistently oriented 2-cell embryos are shown, demonstrating very similar mRNA FISH signal distribution irrespective of treatment with α-amanitin. FISH signal from Quasar® 670 fluorochrome is shown after normalization using identical settings for contrast and brightness. Pseudocolours are used to emphasize the anisotropy of mRNA FISH signal distribution. DNA was stained with DAPI. (**B**) Eccentricity of *Cops3* signal is not significantly (Wilcoxon test) different within the blastomere and embryo groups. Dots stand for individual blastomeres or individual embryos. Numbers of blastomeres (embryos) examined: minor EGA, *n* = 12 (6); major EGA, *n* = 20 (10); no treatment, *n* = 16 (8). Abbreviations: EGA, embryonic genome activation.

Altogether, the data above show the blastomere-to-blastomere variability of EPI regulators and reveal both the sub-embryo and subcellular differential localization of one (*Cops3*) but not another (*Oct4*) of the EPI regulators *in situ*. Sister blastomeres are clearly not mirror images of one another but have a subtle transcriptomic patterning, which is not α-amanitin-sensitive, hence of maternal origin. In conjunction with the developmental rates, these data converge on the hypothesis that the transmission of factors that are relevant for totipotency from zygote to 2-cell stage blastomere has, at least to some extent, maintained some aspects of segregation. These findings provide a reason to discuss to what extent they may be in line with the ‘ooplasmic segregation hypotheses’ that were formulated in the 1950s through to the 1980s (Tarkowski, 1959; Seidel, 1960; Denker, 1976; Gärtner, 1990).

## Discussion

Early mammalian development is generally viewed as regulative, flexible and responsive to external perturbation, including experimental intervention. While multiple investigators have recognized a bias or preference in the differentiation of the first two blastomeres towards the embryonic and abembryonic part of the mouse embryo (Gardner and Davies, 2003; Motosugi *et al.*, 2005; Bischoff *et al.*, 2008), nobody has questioned whether both blastomeres were still totipotent. In this study, we documented interblastomere differences of developmental potential (ability to form EPI) that evade the regulative capacity of the embryo. This is an observation that cannot be easily explained without positing some role for the oocyte-borne factors. These considerations led us to investigate the transmission of totipotency from zygote to 2-cell stage blastomere. We propose a degree of spatial organization of oocyte cytoplasmic factors that have developmental significance and which, at least in a proportion of cases, are transmitted differentially to the first two blastomeres. This proposal is backed by three lines of evidence: (i) functional evidence (EPI lineage contribution and EPI-related *Cops3* mRNA expression differs between sister blastomeres); (ii) temporal evidence (inhomogeneity of *Cops3* mRNA spatial distribution is present already in precursor MII oocytes) and more importantly, (iii) direct *in situ* evidence (inhomogeneity of *Cops3* mRNA spatial distribution persists when EGA is prevented).

The idea that sister 2-cell blastomeres should be equally potent was based on the possible success of obtaining experimental twins after the blastomeres had been separated from each other, although this success was only relatively rare. One can generally never exclude the possibility that the mechanisms operating following experimental intervention are different from those that operate during normal undisturbed development. The progenies of the first two blastomeres compete for space within the zona pellucida in normal development, for example, and the first-to-cleave blastomere has an edge over the other blastomere in populating the inner part of the morula/blastocyst. Therefore, when the two blastomeres are separated, they should enjoy same degrees of freedom; however, the separation is invasive. Even though the separation of 2-cell blastomeres is a mild action, compared to actions taken in other studies (poking, Tarkowski, 1959; piezoelectric scrambling, Evsikov *et al.*, 1994; ultracentrifugation, Mulnard and Puissant, 1984; cytoplasm aspiration, Zernicka-Goetz, 1998; Ciemerych *et al.*, 2000), we felt it was important to confirm that the separation *per se* was not causing the EPI imbalance. This was shown (among various controls) by the accumulation of very similar numbers of cells in the two twins if they are added together compared to non-manipulated blastocysts. This similarity is in accord with our previous finding that gene expression differences between half-blastocysts and non-manipulated controls are spurious (Casser *et al.*, 2017). In contrast to the negligible effect of the bisection, the perturbation introduced by culture media featured broad changes in the transcriptome and also increased the otherwise low proportion of half-blastocysts containing enough EPI cells to theoretically support postimplantation development (Morris *et al.*, 2012). 

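Many of the genes that differed from KSOM(aa) in GM501 differed in the same direction in SAGE 1-step, in sisters of the same embryos. Xbp1, the transcription factor of the unfolded protein response, was lower in embryos 9 to 14 and in embryos 15 to 18 of each medium, in the latter by log2 fold changes of -0.95 (adjusted p = 0.0210, limma) and -0.99 (adjusted p = 0.0165, limma). Top2b, a DNA topoisomerase, was higher in all 4 comparisons, over all embryos by 0.72 (adjusted p = 0.0148) and 0.96 (adjusted p = 0.00143). Capns1, the small subunit of calpain proteases, was lower, at -1.09 (adjusted p = 3.8e-04) and -1.04 (adjusted p = 4.0e-04), and Gdi2, which recycles Rab proteins, higher, at 0.63 (adjusted p = 0.00462) and 0.57 (adjusted p = 0.00796). Hnrnpu, a nuclear RNA-binding protein, was higher, at 0.48 (adjusted p = 0.0193) and 0.48 (adjusted p = 0.0172).
These are among 22 transcript clusters that passed in both media and in both embryo sets, chosen after their values were seen. The sets were tested against the same KSOM(aa) arrays. Over all transcript clusters in GM501, 41 were higher and 39 lower in both embryo sets and 54 had opposite directions, where independent calls would share 53.7 and 14.2. In SAGE 1-step 35 were higher, 58 lower and 66 opposite, where independent calls would share 38.3 and 16.6. With embryos 9 to 14 against KSOM(aa) embryos 1 to 4 and embryos 15 to 18 against 5 to 8, 7 were higher, 17 lower and 7 opposite in GM501, and 0, 3 and 1 in SAGE 1-step. With the KSOM(aa) embryos exchanged, 2 were higher, 4 lower and 10 opposite in GM501, and 4, 6 and 6 in SAGE 1-step. After quantile normalization, with all KSOM(aa) arrays in both, 35 were higher, 55 lower and 43 opposite in GM501 (24.6 and 21.35 by independent calls). In SAGE 1-step 85 were higher, 88 lower and 85 opposite (33 and 29.76). With the KSOM(aa) embryos divided these were 9, 21 and 9, and 7, 9 and 7, and with them exchanged 1, 3 and 7, and 2, 7 and 10. Of the 22, the others that were lower include Efhd2, a calcium-binding protein (-1.31 and -1.28), Ighv2-5, an immunoglobulin segment (-1.70 and -1.61), and Prune (-0.69 and -0.83), and the others that were higher include the microRNA host Mir139 (1.27 and 1.32).
Among all calls, 975 transcript clusters were higher and 1165 lower in both media, and 0 went in opposite directions. The balance of directions depended on the scaling. It was 931 higher and 1726 lower after quantile normalization, and 595 and 1915 after centring on the median. On the signals as deposited, calls that fell independently would share 83.8 and 63.8. The log2 fold changes of the 2 media had a correlation of 0.888, but both were taken against the same KSOM(aa) arrays and in sisters of the same 10 embryos. Simulated unchanged groups that share the KSOM(aa) arrays had a correlation of 0.383 with 0 shared calls. They leave out the shared embryos, so 0.383 is not the value that unchanged media would give here. With the embryos in KSOM(aa) divided between the comparisons, 46 were higher and 103 lower in both, with a correlation of 0.724. In embryos 15 to 18 alone 30 were higher and 43 lower in both, with a correlation of 0.584. The paper states that the culture media changed the transcriptome broadly.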

The number of EPI cells had been increased previously via pharmacological agents (small molecule inhibitors of the mitogen-activated protein kinase and glycogen synthesis kinase 3, known as ‘2i’; Morris *et al.*, 2012). This was not an option in our study, because our intention was to use full development as an endpoint (2i treatment works via the interconversion of EPI and primitive endoderm, depleting the latter, and this depletion would impede full development.) We relinquished the pharmacological agents in favour of the culture media. Although MZ half-embryos thrived under superior embryo culture conditions and more of them progressed to birth than usual, the singletons persisted and continued to be as frequent as the complete pairs, in spite of the identical uterine environment. Thus, the EPI imbalance that affects the twin blastocysts does not recover afterwards. Conserved EPI imbalance was also observed in parthenogenetic 2-cell embryos, in contrast to a previous report that the first two parthenogenetic blastomeres have no tendency to follow different fates (Piotrowska and Zernicka-Goetz, 2002). Unfortunately, a comparison of these two studies does not contribute to the discussion, because the protocols of parthenogenetic activation were different and the blastocyst cells were scored by different criteria, i.e. position of the cells (Piotrowska and Zernicka-Goetz, 2002) versus molecular identity of the cells (this study).

The fact that the EPI imbalance was conserved under all tested culture conditions that release more embryonic regulation suggests that the imbalance is independent of the regulation itself. The companion observation, i.e. that an EPI imbalance is shared by zygotic and parthenogenetic embryos, suggests that the common ancestor of these embryos, namely the maternal cytoplasm, is likely to be the hinge point. Maternal cytoplasm supports various processes whose perturbation can be conducive to interblastomere differences, for example, errors of chromosome segregation and subcellular localization of gene products of any kind. Errors of chromosome segregation at the first embryonic division are unlikely to cause the EPI imbalance, because we showed that a large proportion of twin blastocysts were impaired in one member of the pair already at E5 (*in vitro* ‘postimplantation’ assay; Bedzhov *et al.*, 2014), whereas most of the aneuploid karyotypes do not cause mouse embryo demise until E7 (Gropp, 1982; Lightfoot *et al.*, 2006). If not aneuploidy, then the subcellular localization of gene products could cause interblastomere differences upon apportioning of the zygotic cytoplasm to the daughter cells. Various studies (Gardner, 1996, 1997; Piotrowska and Zernicka-Goetz, 2001, 2002; Fujimori *et al.*, 2003; Plusa *et al.*, 2005) have described a bias in the contribution of 2-cell stage blastomeres to the embryonic and abembryonic compartment of the blastocysts, although subsequently, the blastomere progenies in the foetuses contributed to both embryonic and extraembryonic tissues (Fujimori *et al.*, 2003; Li *et al.*, 2017). In contrast to these studies in which the blastomeres were kept together, our experimental design revealed different propensities of the blastomeres for full development when they were separated from each other. It should be possible to find molecular correlates; for instance, those that document how sister blastomeres are not mirror molecular images of one another. However, convincing *in situ* evidence of molecular patterning has been scarce so far and should it exist, its functional relevance has been viewed with scepticism since scrambling, aspiration or stratification of the cytoplasm had no obvious consequence for development (Mulnard and Puissant, 1984; Evsikov *et al.*, 1994; Zernicka-Goetz, 1998; Ciemerych *et al.*, 2000). However, this lack of effect can be questioned, because a cytoplasmic region positioned underneath the cell membrane (cortical) would be less influenced by these interventions. As to which specific gene candidates to pursue, the list of candidates is unsatisfactory at present. *Xenopus* studies teach us that specific RNA localization is common in oocytes of this organism (King *et al.*, 2005), while in mammals, specific RNA localization has not been reported, although it would be expected. For example, it would be expected from the non-uniform distribution of RNA-binding proteins MOEP19 (Herr *et al.*, 2008) and of the RNA-binding proteins hnRNPA1, eIF4A3, 4E-BP1 and CPEB4 (Jansova *et al.*, 2018), but apart from these indirect possibilities, the only report of an mRNA as such having a non-uniform cellular distribution is that of *Cdx2* in the 8-cell embryo (Skamagki *et al.*, 2013). Although maternal effect gene products are intriguing candidates, since they are required in development while they may be dispensable for other vital functions, there is currently no direct evidence implicating the zygotic asymmetry of these gene products in developmental cell lineage and axis determination (Condic, 2016). Additional candidates are not many, e.g. LEPTIN, STAT3, BAX, BCL-X, TGFβ2, VEGF, cKIT, EGF-R (Antczak and Van Blerkom, 1997, 1999), SNAI1 and SNAI2 (Bell and Watson, 2009), hCG (Edwards and Hansis, 2005) and GADD45a (Rosas *et al.*, 2018). Of note, some of these candidates appear to be present in oocytes or blastomeres in the form of, for example, polarized domains of proteins or mRNAs (Antczak and Van Blerkom, 1997). If, indeed, there is positionally localized molecular information laid down in the oocyte, then this information is apportioned unequally between blastomeres due to the variability in the orientation of the zygotic cleavage plane. Already in 1957, Albert Dalcq recognized, referring to mammals that ‘it must be made clear from the outset that there is nothing “determinate” about the process of cleavage’ (Dalcq, 1957). Clearly, suggestions for more candidates are overdue and the next logical step would be to search *in situ* for gene products that are differently abundant in the sister blastomeres.

We screened genes presenting more frequent interblastomere difference than others, focusing on those genes that have a role in EPI formation. Although totipotency and cell lineage formation is probably decided by more than one factor, transcriptome analysis directed our interest to one factor, *Cops3*. This encodes the third subunit of the COP9 signalosome protein complex, which was shown to be essential for EPI maintenance and proliferation in peri-implantation mouse embryos (Yan *et al.*, 2003) and is the most differently expressed among the EPI-related mRNAs that are detected at the 2-cell stage, directly followed by *Pou5f1* (*Oct4*). As we queried the expression of *Cops3 in situ* using Stellaris® probes in confocal imaging, we knew we had to be very cautious, because: (i) non-homogeneous signal distribution may be caused by the fixative (Littwin and Denker, 2011); (ii) extended focus in a spherical object is bound to create projection images with a gradient of fluorescence between the centre and periphery and (iii) differences in fluorescence intensity in the Z dimension can be due to bleaching. Therefore, we examined the sister blastomeres next to each other in the sole equatorial region (10 confocal slices corresponding to a total of 2.22 μm) to minimize these problems. Our image analysis in the X-Y dimension *in situ* revealed regions of blastomeres with a higher or lower intensity of *Cops3* mRNA FISH signal, whereas *Gapdh* mRNA was more uniformly distributed and *Oct4* mRNA was even more so. To the best of our knowledge, while non-uniform sub-blastomere distribution of an mRNA has been shown to be critical for the first cell lineage decision in the 8-cell stage mouse embryo (*Cdx2*; Skamagki *et al.*, 2013), non-uniform sub-blastomere distribution of other mRNAs at the 2-cell stage has not been reported until now.

A major open question is whether the differences in blastomere totipotency after the first cleavage are a fortuitous event or a developmentally programmed one, and whether differences are generated *de novo*. In teleological terms, we consider that there is no compelling reason for mammalian 2-cell embryos to maintain totipotency in both blastomeres, because (i) the sheltered environment of the mother, as provided in viviparous species, makes cell injury improbable and (ii) the natural tendency of increase in entropy is better satisfied when the sister blastomeres are not equal. The latter can be tolerated if the system provides enough regulative capacity via cell–cell interactions. Accordingly, it is tempting to consider that there has been no evolutionary pressure to maintain cellular totipotency throughout early cleavage and that there is no mechanism to ensure totipotency in both blastomeres. Therefore, either both or just one could be totipotent, fortuitously, depending, for instance, on how the randomly oriented plane of the first zygotic cleavage (Louvet-Vallee *et al.*, 2005; Zernicka-Goetz, 2005) apportions some spatially localized developmental information laid in the ooplasm. This possibility is supported by previous independent work (Antczak and Van Blerkom, 1999). As to the specific identity of this developmental information, we expect the products of multiple genes to be involved, and the case of *Cops3* does not mean that this is the quintessential gene to study for the next few years, but its case demonstrates that differences are not generated *de novo* through, e.g. embryonic genome activation (α-amanitin experiment). It should be interesting to test whether other gene products, in addition to *Cops3*, make a contribution to interblastomere differences at the 2-cell stage. Two long non-coding RNAs (*LincGET* and *Neat1*), for example, are differently expressed in the sister blastomeres of the same 2-cell embryo and expression levels correlate with the contribution of the blastomere progeny to the ICM (Hupalowska *et al.*, 2018; Wang *et al.*, 2018). Such differences between 2-cell blastomeres would probably not matter for the totipotency of the normal embryo of this stage, i.e. comprised of two blastomeres, since one blastomere would compensate for the deficit of the other (unless fragmentation would occur; Antczak and Van Blerkom, 1999), but it does matter if the blastomeres are separated. This scenario is reminiscent of the historical proposals that: (i) postnatal phenotypic differences in MZ twins continue to occur even when the environment is standardized, because they depend on ooplasmic influences, which are effective at or before fertilization (Gärtner, 1990) and (ii) there is an embryonic knot determinant in the ooplasm, which is required to form a pluripotent ICM, and how equally this determinant is apportioned to the sister blastomeres depends on the variability of the first cleavage plane orientation (Seidel, 1960).

## Supplementary Material

Casser_et_al_Supplementary_figure_1_Aug12_2019_gaz051

Casser_et_al_Supplementary_figure_2_Aug12_2019_gaz051

Casser_et_al_Supplementary_figure_3_Aug12_2019_gaz051

Casser_et_al_Supplementary_figure_4_Aug12_2019_gaz051

Casser_et_al_Supplementary_table_1_gaz051

Casser_et_al_Supplementary_table_2_gaz051

Casser_et_al_Supplementary_table_3_gaz051

How the deposited data were processed for this re-analysis (not part of the article)

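Gene expression was measured in 36 single blastocysts, each grown from 1 blastomere of a 2-cell mouse embryo, on 1 array each: 16 in KSOM(aa) (both half-embryos of embryos 1 to 8), 10 in GM501 and 10 in SAGE 1-step (sisters from embryos 9 to 18). The authors amplified the RNA with the WT Pico kit and made log2 signals with the Affymetrix Expression Console by Signal Space Transformation with robust multiarray averaging, 1 value per transcript cluster and array, annotated on mm10. The paper does not say which arrays were normalized together. The deposited values are on the log2 scale, from 2.09 to 19.17, except that the deposited column of half-embryo 1a is recorded as a score, because 1 of its cells holds a value no log2 signal can take, and that transcript cluster was left out. The 2 deposited tables were compared and hold the same values. Of 65956 transcript clusters, 40160 carry a gene symbol (36570 with 1 symbol, 3590 with several) and were tested, and 25795 without a symbol were tested only as an alternative.
The array set of each half-embryo was read from the scan names in the header of the deposited table. No array set holds arrays of KSOM(aa) and of another medium. The detection level of an array was the 90th percentile of 1527 olfactory and vomeronasal receptor transcript clusters, and a transcript cluster was detected when it exceeded this in at least 50% of the arrays of a medium (22925 transcript clusters). At the median array, 54.2% of the tested transcript clusters lay above it in KSOM(aa), 55.1% in GM501 and 54.4% in SAGE 1-step. The median standard error of the log2 difference between GM501 and SAGE 1-step was 0.197.
Media were compared with limma 3.58.1 in R 4.3.3 (linear model with a trended prior variance, 2-sided, Benjamini-Hochberg adjustment, threshold 0.05), with each half-embryo as 1 sample. The share of transcript clusters at an unadjusted P under 0.01, the threshold of the paper, was taken from the same model. Gene lists were tested with camera in limma with a preset correlation of 0.01, and again with an estimated correlation, adjusted over 29 lists: epiblast regulators and housekeeping genes named by the study, markers of epiblast, primitive endoderm and trophectoderm, cholesterol synthesis, fatty acid synthesis, amino acid deprivation response, amino acid transporters, endoplasmic reticulum chaperones, heat shock response, p53 targets, glycolysis, respiratory chain, oxidative stress response, metallothioneins and zinc export, cell cycle, imprinted genes, DNA methylation machinery, apoptosis, FGF and MAPK feedback, maternal oocyte transcripts, 2-cell stage transcripts, cumulus and granulosa cell markers, Y-linked genes, X inactivation, ribosomal proteins, olfactory and vomeronasal receptors, and immunoglobulin and T cell receptor variable segments. Members on a transcript cluster with several symbols were counted where the list gives their symbol. The estimated correlation was used only in the main comparison over all embryos. List tests in the other settings, the embryo sets among them, used the preset correlation.
The genes named are those the paper names and, for each comparison, the 10 largest rises and the 10 largest falls among detected transcript clusters with 1 symbol and an adjusted p under 0.05, without predicted genes, receptors and small RNA hosts, and up to 4 members of each list with the smallest adjusted p. Values of the first genes of Supplementary Table SI had been seen when this rule was set. Apart from those values, the tests, the lists, the rule and the first set of alternatives were set before the data were examined.
The similarity of sister half-embryos was the mean correlation of their detected signals, centred on the mean of each medium, against 100000 random pairings or all pairings where these were fewer (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3; figures with matplotlib 3.10.9). The ratio of the higher to the lower linear signal between sisters was taken per embryo for the epiblast regulators, without a test. The 10 half-embryos in KSOM(aa) that stand beside GM501 in Supplementary Table SI were matched by name; the part of the table that was held has 1098 genes of 26596, and its values equal the deposited linear signals divided by the mean of Actb, Gapdh and Hprt times a constant.
Alternatives were quantile normalization, centring on the median, detected transcript clusters only, all transcript clusters, the embryo as a random replicate block, sisters in KSOM(aa) averaged, the 10 half-embryos in KSOM(aa) that Supplementary Table SI sets beside GM501, embryos 9 to 14 or 15 to 18 only, 2 media only, robust array weights, and a t-test on the log2 or the linear scale. Added after the values were seen were scaling to Actb, Gapdh and Hprt, leaving out half-embryo 16b, the embryo set as a term, leaving out chromosomes X and Y, and the t-test on the scale of Supplementary Table SI. Detection of changes was tested on simulated data of independently drawn arrays, with 100 transcript clusters changed by 1 or 2 on the log2 scale. At 2, limma recovered 100 of 100 between GM501 and KSOM(aa), 98 between SAGE 1-step and KSOM(aa) and 97 between GM501 and SAGE 1-step.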

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

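The 18S test of embryos 9 to 14, and the trophectoderm tests in embryos 15 to 18 and on the epiblast and primitive endoderm markers, were chosen only after the results were seen, as was the test of sisters without chromosomes X and Y as a setting.
Trophectoderm markers, genes of the outer cell layer, which the paper's array data do not discuss, had a median log2 fold change of -0.45 in GM501 and -0.43 in SAGE 1-step against KSOM(aa), with 11 of 23 lower and none higher in each. After quantile normalization the list had an adjusted p of 5.5e-08 in GM501 and 8.2e-07 in SAGE 1-step by camera. Camera compares a list with all other genes, and a shift of all signals on an array would largely cancel in it. The test shows that the list lay below other genes, and cannot decide whether such a shift made the fall itself. Scaled to Actb, Gapdh and Hprt, the list had a positive median. In embryos 15 to 18 alone it had an adjusted p of 0.0241 (limma and camera, median -0.28) and 0.109 (median -0.19), so a response in embryos 9 to 14 alone and one in all embryos cannot be told apart, with 4 embryos in the smaller set. With fewer trophectoderm cells the inner lineages would be expected above the median of all genes; epiblast markers lay at -0.01 and -0.23 from it and primitive endoderm markers at 0.00 and 0.00, in GM501 and SAGE 1-step, so fewer cells and lower expression per cell cannot be told apart from these medians. The paper counted more cells per twin blastocyst in its superior media than in KSOM(aa), in immunostained blastocysts and not in those on the arrays. These totals do not give the share of trophectoderm cells in the blastocysts on the arrays. The array set of KSOM(aa) stays open too.
All 12 arrays of embryos 9 to 14 had an 18S ribosomal RNA signal below every other array, in both media. These embryos gave 20901 and 18672 calls against KSOM(aa), and embryos 15 to 18 gave 277 and 294. Fewer embryos are argued against as the cause, since choices of 4 of the embryos 9 to 14 gave a median of 17947 calls in GM501 and 15187 in SAGE 1-step (lowest 12622 and 9649). Quantile normalization lowered the calls of embryos 9 to 14 to 11779 and 10345. Their higher calls fell from 17125 to 6137 in GM501 and from 15219 to 5365 in SAGE 1-step. Part of the calls thus depends on the normalization. The counts of the 2 sets still had a ratio of 37.63 and 21.24, so quantile normalization does not remove the difference between them. Other normalizations were not tried on the sets. The calls of embryos 9 to 14 against embryos 1 to 4 were compared with embryos 15 to 18 against embryos 5 to 8. In GM501 35.79% and in SAGE 1-step 50.34% had the same sign (24.12% and 36.06% with the KSOM(aa) embryos exchanged). The median of all genes itself had opposite signs in the 2 sets (0.203 and -0.089, 0.180 and -0.044). After quantile normalization the shares were 54.99% and 59.71%, or 41.40% and 50.00% with the KSOM(aa) embryos exchanged. The shares therefore do not decide whether the medium has a part in the difference. A medium effect alike in both sets is argued against as the whole cause, since each set holds both media. The first principal component was 70.3 ± 18.2 (SD) in embryos 9 to 14 but -37.7 ± 20.6 in embryos 15 to 18. In KSOM(aa) it was -33.9 ± 14.6. A difference of the RNA or arrays of embryos 9 to 14 whatever the medium is a candidate explanation that the 12 arrays of 12 go with.
Sister half-embryos, whose similarity at the blastocyst stage the paper's array data do not address, had a mean correlation of 0.141 in KSOM(aa) (8 pairs, exact p = 2.5e-05, the smallest that the pairings can give) and of 0.455 across GM501 and SAGE 1-step (10 pairs, permutation p = 1.0e-05, the smallest that they can give), against -0.079 and -0.049 in other pairs. The value of 0.455 includes the difference between the embryo sets: within embryos 9 to 14 the mean was 0.228 (exact p = 0.00139, the smallest of 720 pairings) and within embryos 15 to 18 it was 0.241, so the sets are not the whole cause. Signals of genes on the X and Y chromosomes are not the whole cause either, since without them the means were 0.111 and 0.431 (p = 2.5e-05 and 1.0e-05, the smallest possible); effects of sex on other chromosomes were not tested. For the pairs across GM501 and SAGE 1-step, neighbouring array numbers are argued against as the whole cause. There 8 pairs of different embryos on arrays numbered 1 apart had a mean correlation of -0.013 (SD 0.073) and 10 sister pairs 0.234 (SD 0.117). All other pairs within a set lay at -0.046 in embryos 9 to 14 and -0.083 in embryos 15 to 18, so -0.013 is not to be read against 0. Array numbers were not tested for the sisters in KSOM(aa). A shared genome and shared handling of sisters stay open and were not tested.
Single half-embryos lay far from the others of their medium. In SAGE 1-step half-embryo 16b had low log2 signals of Hprt (13.51, others 14.65 to 15.25), Bub1 (8.32), Idi1 (8.37), Rhox5 (8.39), Sox2 (6.01) and Tc2n (5.76), and a second principal component of 92.37 (others -47.05 to 17.27), and half-embryo 11b had a low Khdc3 (12.06). In GM501 half-embryo 9a had a low Depdc1a (8.51), and half-embryo 18a a high Kcnq1ot1 (7.73) and Sox2 (9.34) and a low Krt7 (6.71). In KSOM(aa) the ratio between sisters was high for Nanog in embryo 4 (3.81, others 1.12 to 2.27) and for Pou5f1 in embryo 2 (2.89, others 1.01 to 1.67). Of 193 groups tested, 15 had such a sample, with Hprt of 16b entered both as an array measure and as a gene. Chance gives about 1 in 20 groups, or 9.7, if groups are independent. Several groups here share half-embryo 16b, so 9.7 is only a rough guide.
Other splits of the same arrays tested whether chance can give the counts. In 100 splits, 1 (the real one) gave as many calls as GM501 against KSOM(aa) (3076, highest other 1), and 1 as many as SAGE 1-step against KSOM(aa) (3836, highest other 1). This argues against a random division of the arrays as the source of these counts, at 1 in 100, the least that 100 splits can give. The real division is also that of the array sets, so the splits cannot tell medium from array set. Between GM501 and SAGE 1-step, where splits exchange sisters, the real count by limma was 0 (611 at an unadjusted p under 0.05; 0 by a t-test, 1 with the embryo as a random replicate block), so 100 of 100 splits had to give as many (highest other 0) and the splits say nothing about chance.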

How the results depend on the processing

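The tests with scaling to Actb, Gapdh and Hprt, the embryo set as a term, the t-test on the scale of Supplementary Table SI, without half-embryo 16b, without chromosomes X and Y, the lists and genes with the 10 half-embryos, GM501 against SAGE 1-step in embryos 9 to 14 and the overlap in other settings than the divided embryos were chosen only after the results were seen. The number of arrays and the low signal of 18S in embryos 9 to 14 limit what the comparisons with KSOM(aa) give. The cause was not tested for any of these changes, except where fewer samples or fewer transcript clusters enter by construction. Of the counts, 38 of 55 stayed within 1.5 times, of the shares 20 of 38, of the numbers of lists 23 of 32. The counts include those between GM501 and SAGE 1-step, where 0 against 0 counted as the same. Counts and shares also include the second deposited table, whose values equal the first. Of 928 single lists 752 counted as the same, 53 as reversed, 36 as stronger and 87 as weaker. Of 1121 single genes these were 842, 12, 30 and 237. A list or gene that passed in neither setting counted as the same whatever its direction. Of the overlaps 3 of 6 stayed, as did 10 of 10 sister similarities and 2 of 2 ratios.
With the 10 half-embryos in KSOM(aa) that Supplementary Table SI sets beside GM501, used for both media, the counts were 834 (GM501) and 1117 (SAGE 1-step) and the shares 6.616% and 7.846%. With sisters averaged they were 591 and 743, and 6.153% and 7.072%. With robust array weights they were 8106 and 13070, and 20.1% and 28.26%. Over detected transcript clusters the shares were 18.01% and 19.77%, and the olfactory and vomeronasal receptors were higher in SAGE 1-step (adjusted p = 0.0488). With the embryo as a random replicate block 1 was called between GM501 and SAGE 1-step. The counts against KSOM(aa) with this block were 2092 and 2729. Of the single genes counted above, Acsl4, Bub1, DQ267102, Gapdh, Gdf3, Idi1, Kcnq1ot1, Nr0b1 and Rhox5 no longer passed in GM501. Hprt, Msmo1 and Nr0b1 no longer passed in SAGE 1-step, nor did further list members. No list changed side of the threshold, and none that passed changed direction. Median centring gave 6 lists (GM501) and 9 (SAGE 1-step). Camera with an estimated correlation gave 4, 2 and, between GM501 and SAGE 1-step, 0. With the KSOM(aa) embryos divided the overlap was 149.
In embryos 9 to 14 only the counts were 20901 and 18672, the shares 43.74% and 38.76%, and the overlap 15517. Between GM501 and SAGE 1-step the epiblast regulators named by the study (0.995), cell cycle (0.0204), FGF and MAPK feedback (0.971) and ribosomal proteins (0.046) turned lower.
In embryos 15 to 18 only the counts were 277 and 294, the shares 6.101% and 5.717%, the lists 5 (SAGE 1-step) and 12 (GM501 against SAGE 1-step), and the overlap 73. Lists are called higher or lower relative to all other genes, by camera with the preset correlation. In GM501 these lists turned higher, by adjusted p: epiblast regulators named by the study 0.0323, epiblast markers 0.0155, primitive endoderm markers 2.1e-06, cholesterol synthesis 6.7e-05, fatty acid synthesis 0.00181, amino acid deprivation response 1.3e-04, amino acid transporters 0.0806, heat shock response 0.824, p53 targets 0.528, glycolysis 0.0158, cell cycle 7.4e-11, DNA methylation machinery 0.00294, FGF and MAPK feedback 0.00143. In SAGE 1-step: primitive endoderm markers 0.0144, cholesterol synthesis 0.0598, amino acid deprivation response 0.307, amino acid transporters 0.364, p53 targets 0.466, glycolysis 0.146, cell cycle 0.466, DNA methylation machinery 0.675, FGF and MAPK feedback 0.871; and ribosomal proteins turned lower, 0.0598. Between GM501 and SAGE 1-step: amino acid deprivation response 0.00589, endoplasmic reticulum chaperones 0.951, respiratory chain 0.0263. Of the single genes counted above that passed in either setting, the log2 fold change turned for Gapdh (0.03) and Mcm2 (0.27) in GM501 and for Actb (0.09) in SAGE 1-step; it also turned for genes that passed in neither and for other list members.
With the embryo set as a term the counts were 896 and 897, the shares 7.483% and 7.331%, and the lists in SAGE 1-step 8. In GM501 these turned higher: primitive endoderm markers 5.5e-06, cholesterol synthesis 3.5e-05, fatty acid synthesis 0.00179, amino acid deprivation response 0.0262, amino acid transporters 0.332, p53 targets 0.536, glycolysis 0.0086, cell cycle 2.2e-05, DNA methylation machinery 0.0218, FGF and MAPK feedback 0.0218. In SAGE 1-step: primitive endoderm markers 2.3e-05, cholesterol synthesis 0.00737, fatty acid synthesis 0.0146, amino acid deprivation response 0.00347, amino acid transporters 0.0401, endoplasmic reticulum chaperones 0.466, p53 targets 0.333, glycolysis 0.0537, cell cycle 0.00347, DNA methylation machinery 0.254, FGF and MAPK feedback 0.291; and ribosomal proteins turned lower, 0.895. Of the single genes counted above that passed in either setting, Gapdh in GM501 (0.03) and Actb in SAGE 1-step (0.05) turned, and so did genes that passed in neither and other list members.
Scaled to Actb, Gapdh and Hprt, which moves the median of all genes by construction, the counts were 32340 and 32619, the shares 61.37% and 63.32%, and the lists between GM501 and SAGE 1-step 10. Of the single genes counted above that passed in either setting, log2 fold changes turned for Cdx2 (0.42), Gapdh (0.08) and Krt18 (0.04) in GM501 and Esrrb (0.58), Gapdh (0.04), Hprt (0.05) and Klf4 (0.47) in SAGE 1-step; they also turned for genes that passed in neither and for other list members. The t-test on the scale of Supplementary Table SI with the 10 half-embryos gave 23108 (22851 higher) and 28438 (28040 higher), and 21.29% and 31.39%.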

Other observations

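The comparisons of gene lists between the embryo sets, and the test with the embryo set as a term, were chosen only after the results were seen.
In embryos 9 to 14 alone, genes of the cell cycle, which drive division, were lower in GM501 than in KSOM(aa) (12 of 28 lower, 2 higher; list adjusted p = 2.9e-08), and in embryos 15 to 18 alone they were higher (1 higher, 0 lower; list adjusted p = 7.4e-11). Primitive endoderm markers went the same 2 ways, at an adjusted p of 0.00835 (3 of 20 lower, 4 higher) and 2.1e-06 (0 lower, 0 higher), and so did genes of cholesterol synthesis, at 0.00105 and 6.7e-05. In SAGE 1-step primitive endoderm markers were lower in embryos 9 to 14 (adjusted p = 0.0386) and higher in embryos 15 to 18 (adjusted p = 0.0144). The difference between the embryo sets in these lists was not tested, and the p-values are those of limma and camera. Camera was run here with the preset correlation only, and compares each list with all other genes. For single transcript clusters in GM501 against SAGE 1-step, the interaction with the embryo set called 0 by limma, with 2357 at an unadjusted p under 0.05.
On signals centred on the mean of each medium, half-embryos in KSOM(aa) were closest to their sister in 14 of 16 cases among the 8 half-embryos of the other letter (a or b) in KSOM(aa), and in 14 of 20 among the 10 half-embryos of the other medium for GM501 and SAGE 1-step. On signals that were not centred, the closest of all arrays was the sister for 8 in KSOM(aa) and for 14 in GM501 and SAGE 1-step. Within embryos 15 to 18 the mean correlation of sisters was 0.241 (exact p = 0.0417, the smallest of 24 pairings), and 8 of 8 were closest to their sister.
Among the epiblast regulators, the ratio of the higher to the lower sister in KSOM(aa) was 6.68 ± 8.33 (SD, n = 8 embryos) for Tdgf1, a coreceptor of Nodal, 2.14 ± 1.12 for Sox2, 1.91 ± 0.865 for Nanog, 1.41 ± 0.632 for Pou5f1 and 1.41 ± 0.340 for Cops3, a subunit of the COP9 signalosome, but 1.13 ± 0.0630 for Gbx2, 1.16 ± 0.134 for Foxd3 and 1.19 ± 0.129 for Klf2. For Actb, Hprt and Gapdh it was 1.12 ± 0.116, 1.16 ± 0.0920 and 1.05 ± 0.0280. The mean log2 signal of Gbx2 in KSOM(aa), 4.53, lay below the detection level of these arrays, 4.90 on average. Its ratio is therefore one of background signals. The median coefficient of variation over embryos was 19.4% for the 12 regulators and 7.9% for the 3 housekeeping genes in KSOM(aa), and 25.5% for both in the 10 pairs divided between GM501 and SAGE 1-step. The paper's values for such ratios are from 2-cell blastomeres, which are other samples.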
